# The molecular phenotype of kisspeptin neurons in the medial amygdala of female mice

**DOI:** 10.3389/fendo.2023.1093592

**Published:** 2023-02-10

**Authors:** Katherine M. Hatcher, Leah Costanza, Alexander S. Kauffman, Shannon B. Z. Stephens

**Keywords:** kisspeptin, KISS1, GnRH, amygdala, estrogen, Cck, RiboTag, RNAseq

## Abstract

Reproduction is regulated through the hypothalamic-pituitary-gonadal (HPG) axis, largely *via* the action of kisspeptin neurons in the hypothalamus. Importantly, *Kiss1* neurons have been identified in other brain regions, including the medial amygdala (MeA). Though the MeA is implicated in regulating aspects of both reproductive physiology and behavior, as well as non-reproductive processes, the functional roles of MeA *Kiss1* neurons are largely unknown. Additionally, besides their stimulation by estrogen, little is known about how MeA *Kiss1* neurons are regulated. Using a RiboTag mouse model in conjunction with RNA-seq, we examined the molecular profile of MeA *Kiss1* neurons to identify transcripts that are co-expressed in MeA *Kiss1* neurons of female mice and whether these transcripts are modulated by estradiol (E_2_) treatment. RNA-seq identified >13,800 gene transcripts co-expressed in female MeA *Kiss1* neurons, including genes for neuropeptides and receptors implicated in reproduction, metabolism, and other neuroendocrine functions. Of the >13,800 genes co-expressed in MeA *Kiss1* neurons, only 45 genes demonstrated significantly different expression levels due to E_2_ treatment. Gene transcripts such as *Kiss1*, *Gal*, and *Oxtr* increased in response to E_2_ treatment, while fewer transcripts, such as *Esr1* and *Cyp26b1*, were downregulated by E_2_. Dual RNAscope and immunohistochemistry was performed to validate co-expression of MeA *Kiss1* with *Cck* and *Cartpt*. These results are the first to establish a profile of genes actively expressed by MeA *Kiss1* neurons, including a subset of genes regulated by E_2_, which provides a useful foundation for future investigations into the regulation and function of MeA *Kiss1* neurons.

## 1 Introduction

Reproduction is regulated by gonadotropin-releasing hormone (GnRH) secreted from neurons in the hypothalamic forebrain. Activation of GnRH neurons, and hence the reproductive axis, requires kisspeptin, a neuropeptide encoded by the *Kiss1* gene. Humans and mice with gene mutations in *Kiss1* or its receptor, *Kiss1r*, exhibit significantly disrupted reproduction, including incomplete sexual maturation and infertility (1–3). Kisspeptin treatment potently stimulates LH and FSH release (4–7) *via* direct stimulation of GnRH neurons, which express *Kiss1r* (4–11). Thus, kisspeptin is both necessary and sufficient for GnRH release and regulation of the reproductive axis. Neurons expressing *Kiss1* have been detected in several distinct brain areas, including the anteroventral periventricular (AVPV) and periventricular (PeN) nuclei (referred to as AVPV here; also commonly called the RP3V) and arcuate (ARC) nuclei of the hypothalamus, as well as in several extra-hypothalamic areas, including the medial amygdala (MeA), bed nucleus of the stria terminalis, and the lateral septum (7, 8, 12–20).

Hypothalamic *Kiss1* neurons in the AVPV and ARC have been well-studied and are known to be regulated by testosterone (T) and estradiol (E_2_) (13–15). In the ARC, sex steroids inhibit ARC *Kiss1* expression, whereas the removal of sex steroids increases ARC *Kiss1* levels, suggesting that kisspeptin neurons in the ARC are involved in sex steroid negative feedback (13–15). In contrast, in the AVPV, *Kiss1* levels are increased by sex steroids, particularly E_2_ (13–15), suggesting that AVPV *Kiss1* neurons participate in the E_2-_ mediated positive feedback that triggers the preovulatory LH surge in females (21, 22). E_2_ regulation of AVPV and ARC *Kiss1* levels occurs specifically *via* estrogen receptor α (ERα), which is highly expressed in both of these *Kiss1* populations (13, 14, 18, 23, 24). Recent RNA-seq studies of AVPV and ARC *Kiss1* neurons reported other co-expressed genes in these specific cell populations that also respond to E_2_ treatment (25–27), including hormone receptors such as *Pgr*, *Ghsr*, and *Npr2* (26, 27).

MeA *Kiss1* expression is also regulated by sex steroids. Similar to AVPV *Kiss1* expression, MeA *Kiss1* levels dramatically increase with T or E_2_ exposure in both sexes and fall to nearly undetectable levels in the absence of sex steroids (17, 18, 20, 28). However, the non-aromatizable androgen, DHT, has no stimulatory effect on MeA *Kiss1* expression (17), which suggests that the observed upregulation of MeA *Kiss1* expression by T is mediated by E_2_ signaling after aromatization; this possibility is supported by the presence of high aromatase expression in the MeA region (17, 29–31). As with *Kiss1* in the AVPV and ARC (14, 23), data from ErαKO and ERβKO mice show that the ERα receptor subtype is required for E_2_’s upregulation of MeA *Kiss1* levels (18). Despite these findings demonstrating that *Kiss1* expression in the MeA is potently stimulated by E_2_, the functional significance of this E_2_ stimulation is still currently unknown. In contrast to their E_2_-induced upregulation, MeA *Kiss1* levels are inhibited by GABA signaling through GABA_B_R. This is evidenced by very high *Kiss1* expression in the MeA, but not the AVPV or ARC, of GABA_B_R knockout mice of both sexes (19, 20). Whether this GABA effect is direct or indirect is still unknown, though MeA *Kiss1* neurons are reported to expressed GABA_B_R as determined with *in situ* hybridization (19).

At present, E_2_ and GABA, acting *via* ERα and GABA_B_R respectively, are the only known regulators of MeA *Kiss1* neurons. In fact, almost nothing is known about the identities of other receptors, co-transmitters and signaling factors, and transcription factors that are expressed by this specific kisspeptin neuron population, or whether other genes in MeA kisspeptin neurons are also altered by E_2_ signaling. This lack of knowledge of the phenotype of MeA *Kiss1* neurons has limited our understanding of possible functions of this kisspeptin population. The MeA has numerous behavioral and physiological functions, including effects on puberty, as well as reproductive physiology and behavior (32–37) and other non-reproductive behaviors (38–44). Classic studies found that lesions of the entire MeA disrupt ovarian cycles and impair E_2_ positive feedback in female rodents (35–37). Conversely, acute electrical stimulation of the MeA region of E_2-_primed ovariectomized (OVX) females induced high LH secretion (34), indicating that the MeA might facilitate E_2_ positive feedback of the LH surge. However, the mechanisms by which the MeA influences reproductive hormone release are still unknown, as is the identity of the specific MeA cell types responsible for these effects. Because kisspeptin can potently stimulate GnRH neurons (10, 11) and the MeA projects both directly and indirectly to the POA where GnRH neurons reside (45–48), it remains possible that MeA *Kiss1* neurons participate in the regulation of the reproductive axis by acting directly or indirectly on GnRH neurons. Some recent optogenetic and chemogenetic mouse studies have begun to address this possibility (39, 49–51), but this is still currently not well understood. Thus, at present, the various functional roles of MeA kisspeptin neurons remain unknown, in part due to our limited understanding of the detailed phenotype of those specific kisspeptin neurons.

Recent studies have begun to detail the molecular phenotype of the two kisspeptin populations in the hypothalamus. Using the RiboTag technique coupled with RNA-seq, we recently reported the identification of >13,000 genes that are expressed in AVPV *Kiss1* neurons of female mice (25). In that study, we also identified numerous AVPV *Kiss1* neuron transcripts that are differentially regulated by E_2_, such as *Pgr*, *Th, Cartpt*, and *Gal*. Two subsequent reports from Hrabovszky and colleagues used a different approach to examine E_2_ regulation of RNA transcripts in ARC and AVPV kisspeptin neurons (26, 27). These various RNA profiling studies provide insight into potential mechanisms of regulation of hypothalamic *Kiss1* neurons and, hence, reproductive status. However, similar RNA-seq analyses of kisspeptin neurons in the MeA have not yet been reported. In the current study, we used the RiboTag technique (52, 53), which allows for the isolation of mRNAs that are actively being translated into proteins, along with RNA-seq to identify the molecular phenotype of MeA *Kiss1* neurons of female mice under different E_2_ conditions.

## 2 Method

### 2.1 Animals

We used the RiboTag mouse model (54, 55) crossed with Kiss1Cre mice to identify actively-translated gene transcripts that are co-expressed specifically in MeA *Kiss1* neurons, following methods previously described (25, 54, 55). Briefly, RiboTag (*Rpl22^HA+^*) mice have a wild-type C-terminal exon floxed on the *Rpl22* gene that is followed by three copies of a hemagglutinin (HA) epitope sequence inserted prior to a stop codon (54). Cell-type-specific recombination can be induced by crossing RiboTag mice with a cell type-specific Cre recombinase-expressing mouse line, which leads to Cre-mediated recombination and expression of HA tags on ribosomes only in cells expressing Cre recombinase(54, 56). Here, *Rpl22^HA+^* mice were crossed with Kiss1Cre mice (courtesy of Carol Elias) (57) to generate Kiss1Cre+/*Rpl22^HA+/+^* female mice to be used for this study. Kiss1Cre+/*Rpl22^HA+/+^* mice express the HA-tagged ribosomes only in *Kiss1-*expressing cells, permitting isolation of ribosome-associated transcripts from just *Kiss1* cells in specific brain regions, such as the MeA. In addition to adult (8-10 weeks old) Kiss1Cre+/*Rpl22^HA+/+^* females, a small cohort of adult Kiss1Cre-/*Rpl22^HA+/+^* females was used as controls. These control mice do not have HA-tagged ribosomes in *Kiss1*-expressing cells and therefore, no *Kiss1* cell-specific RNA should be isolated. Tail DNA was used to genotype mice *via* polymerase chain reaction (PCR) to confirm genotypes of Kiss1Cre+/*Rpl22^HA+/+^* and Kiss1Cre-/*Rpl22^HA+/+^* mice (henceforth referred to as “Kiss^Ribo^” or “Control” mice, respectively). Additionally, any mice with germline recombination were excluded from the study.

In a separate experiment, adult Kiss1Cre/tdTomato mice were used to validate co-expression of select genes in MeA *Kiss1* neurons using immunohistochemistry and *in situ* hybridization co-detection (IHC-ISH). Kiss1Cre/tdTomato mice (“Kiss^tdTom^”) were generated by crossing Kiss1Cre mice with tdTomato mice (Ai9 strain, JAX stock #007909) (58), permitting tdtomato fluorescent reporter to be expressed exclusively in *Kiss1*-expressing cells.

All mice were housed 2-3 per cage (Kiss^Ribo^ and Control mice) or 2-5 per cage (Kiss^tdTom^ mice) in a 12hr:12hr light:dark cycle (lights off at 18:00h), with access to food and water *ad libitum*. All animal procedures were approved by local IACUC committees at the University of California, San Diego (Kiss^Ribo^ and Control mice) or Albany Medical College (Kiss^tdTom^ mice).

### 2.2 Hormone treatment and tissue processing

MeA *Kiss1* expression is known to be stimulated by E_2_ (20). Thus, all Kiss^Ribo^ and Control mice were ovariectomized (OVX) at 8 weeks of age, under isoflurane anesthesia, and pre-treated at this time with high dose E_2_ (2 mm of 1:30 E2: cholesterol powder) *via* subcutaneous Silastic capsule for 4 days. This dose of E_2_ in mice is known to increase MeA *Kiss1* expression, as well as induce E_2_ negative feedback to suppress LH levels (13, 14, 17, 18, 20, 25). This E_2_ pre-treatment was used to drive sufficient Cre expression in MeA *Kiss1* cells in all Kiss^Ribo^ mice and promote a high degree of incorporation of HA-tagged ribosomes in these neurons, regardless of subsequent E_2_ and OVX treatment conditions (25). For consistency between genotypes, Cre- controls were similarly given the E_2_ pre-treatment. All pre-treatment E_2_ implants were removed after 4 days and all mice were given 7 days to wash out any residual circulating E_2_. After the 1-week washout period, half of the mice were re-implanted with a new E_2_ Silastic capsule (E_2_ group, n = 12 Kiss^Ribo^; n=4 Controls), while the remaining females received no additional E_2_ treatment and served as the OVX group (n = 12 Kiss^Ribo^; n=4 Controls). 5 days after receiving the second E_2_ implant (or no implant), all females were euthanized between 11:00h and 14:00h. Blood was collected at this time *via* retroorbital bleed, and brains were collected fresh frozen on dry ice. Blood serum was assayed for LH concentrations to confirm low LH levels in the E_2_-treated group (indicating proper E_2_ negative feedback) and elevated LH levels in the OVX group (indicating lack of E_2_ negative feedback). Serum LH was measured *via* a highly sensitive mouse LH radioimmunoassay performed by the University of Virginia Ligand Assay Core (lower detection limit: 0.04 ng/mL; average reportable range: 0.04-75 ng/mL). As expected, E_2_-treated OVX females had significantly reduced mean LH levels compared to OVX females lacking E_2_ (0.22 ± 0.04 ng/mL vs 3.04 ± 0.22 ng/mL, respectively, p<0.05).

Fresh frozen brains were processed for RiboTag immunoprecipitation. The brain was micro-dissected on a coronal plane and 2 consecutive 400 µm thick slices spanning the MeA region were micro-punched bilaterally using a 2 mm diameter sampling tool. To ensure sufficient yield of isolated mRNA following immunoprecipitation, MeA micro-punches from n = 4 mice were pooled for each treatment (E_2_ and OVX groups). The total number of pooled samples per group were as follows: n = 3 for both OVX Kiss^Ribo^ and E_2_ Kiss^Ribo^, n = 1 for both OVX and E_2_ Cre- controls. Prior to the RiboTag immunoprecipitation, all pooled MeA micro-punch samples were stored at -80°C in 1.7 mL Eppendorf tubes.

For the ISH/IHC co-expression experiments, female Kiss^tdTom^ mice (n=3) were ovariectomized and received a similar E_2_ Silastic capsule for 5 days, as was done for the Kiss^Ribo^ mice. Brains were then collected in 4% paraformaldehyde, transferred to 30% sucrose 24 hours later, and stored at 4°C prior to slicing. Brains were then sectioned at 25 µm/slice, and sections containing the MeA mounted on SuperFrost Plus slides (Fisher Scientific), air dried, and stored at -80°C until the assay.

### 2.3 Immunoprecipitation and RNA extraction

RiboTag immunoprecipitation on pooled MeA samples from Kiss^Ribo^ and Control females was performed following published protocols (54, 56). Some modifications to the original protocol were performed to maximize isolation of ribosomes and their attached mRNA transcripts from MeA *Kiss1* neurons (25). Specifically, pooled MeA samples were homogenized in a homogenization buffer solution (72% H2O, 9.6% NP-40, 9.6% 2M KCl, 3.2% 1.5M Tris – pH 7.4, 1.2% 1M MgCl2, 2% Cyclohexamide 5mg/ml, 1% Protease Inhibitors, 1% heparin 100mg/ml, 0.5% RNAsin, and 0.1% DTT) at 3% weight by volume. The samples were then centrifuged at 10K rpm for 10 minutes at 4°C. After centrifugation, 10% of the lysate was saved in a separate tube as the “Input” sample, which contains mRNA from all cell types present in the MeA micropunch, including but not limited to *Kiss1* cells. To store the Input samples, 350µL of lysis buffer (from Qiagen Kit #74034) was added and briefly vortexed, and then the samples flash frozen and stored at -80°C. The remaining lysate was then used for the immunoprecipitation procedure. To precipitate *Kiss1* cell ribosomes and their associated RNA transcripts from each lysate sample, 0.25µL of antibody/100µL lysate of Biolegend Purified anti-Ha.11 Epitope Tag Antibody (#910501) was added to the remaining lysate volume and incubated for 2 hours on a gentle sample rotator at 4°C. Magnetic beads (Pierce Protein A/G #88803; 25µL beads/100µL sample) were washed with homogenization buffer (described above). Following the antibody incubation, the sample was transferred to the washed magnetic beads and incubated again at 4°C for 1 hour on gentle rotation. The lysate was removed by placing the sample tubes on a magnetic tube rack and the beads washed 3 times for 10 minutes each on a gentle rotator at 4°C with a high salt buffer (53.4% H2O, 30% 2M KCl, 10% NP-40, 3.3% 1.5M Tris – pH 7.4, 1.2% 1M MgCl2, 2% Cyclohexamide 5mg/ml, and 0.05% DTT), using fresh high salt buffer for each wash. Immediately following the washes, 350µL lysis buffer (Qiagen Kit #74034) was added to each sample and vortexed for 30 seconds. Sample tubes were then secured in a magnetic tube rack and the resulting lysate (termed the “IP” sample) was separated from the magnetic beads and transferred into another tube, flash frozen, and stored at -80°C. The IP samples only contain RNA from the HA-tagged ribosomes, which in this experiment were only present in *Kiss1* neurons. Thus, the IP samples from Kiss^Ribo^ mice contained RNA specific to MeA *Kiss1* neurons. To extract RNA from the Input and IP samples, the Qiagen RNeasy Plus Micro Kit (#74034) kit was used per kit instructions, and isolated RNA was stored in aliquots at -80°C until RT-PCR and RNA-sequencing.

### 2.4 Examination of *Cck* co-expression in *Kiss1* neurons using double-label *in situ* hybridization and immunohistochemistry

A double-label ISH/IHC co-detection assay was performed to examine the co-expression of *Cck*, a gene known to be expressed in the MeA (59, 60), in *Kiss1* neurons. This assay was performed on MeA-containing brain slices from adult Kiss^tdTom^ female mice (1 slice/mouse, n = 3 mice total). The assay measured co-expression of *Cck* mRNA (cholecystokinin) in MeA *Kiss1* neurons (labeled with tdtomato). To perform the co-expression assay, we used Advanced Cell Diagnostics’ RNAscope^®^ multiplex fluorescent V2 ISH assay with IHC co-detection, with the following RNAscope^®^ catalog probe: Mm-Cck-C3 – *Mus musculus* cholecystokinin (*Cck*) mRNA. For IHC detection of tdtomato, Rockland rabbit anti-RFP (red fluorescent protein, #600-401-379) primary antibody was used along with Invitrogen goat anti-rabbit IgG Alexa Fluor 594 (#A-11037) secondary antibody.

### 2.5 RT-PCR confirmation of *Kiss1* cell-specific mRNAs

To validate the efficacy of the Kiss1Cre/RiboTag method to isolate mRNA from MeA *Kiss1* neurons, we performed RT-PCR on Input and IP samples for *Kiss1* and *Cck*, which is known to be expressed in the MeA where *Kiss1* cells are located (59, 60) and was identified in the first experiment (**Figure 1**) to be co-expressed in *Kiss1* neurons. To confirm specificity, we also performed RT-PCR for *Avp*, a gene known to be expressed in the MeA, but not typically in the posterior MeA where *Kiss1* expression is observed (61). RT-PCR was performed using the iScript cDNA Synthesis Kit (Bio-Rad #1708891), per kit instructions, to synthesize cDNA from 10ng of RNA from the Input and IP samples. Using RNA-specific primers for each transcript (*Kiss1* Forward-CTGTGTCGCCACCTATGGGG; *Kiss1* Reverse- GGCCTCTACAATCCACCTGC; *Cck* Forward- CTCGGTATGTCTGTGCGTGG; *Cck* Reverse- GGTCTGGGAGTCACTGAAGG; *Avp* Forward- CCCGAGTGCCACGACGGTTT; *Avp* Reverse- CCCGGGGCTTGGCAGAATCC), the levels of *Kiss1*, *Cck*, and *Avp* mRNA in the IP and Input samples were measured *via* PCR. The PCR reaction mix included 1µL of cDNA, Jumpstart RedTaq mix (Sigma #P0982), forward and reverse primers, and RNase-free water. The PCR conditions were as follows: 94 x15’, (94 x 30”, annealing x 30”, 72 x 60”) repeat 30 times, 72 x 5’, 4 x 5’. The annealing temperature was 57°C for *Kiss1* and *Cck* and 62°C for *Avp*.

**Figure 1:**
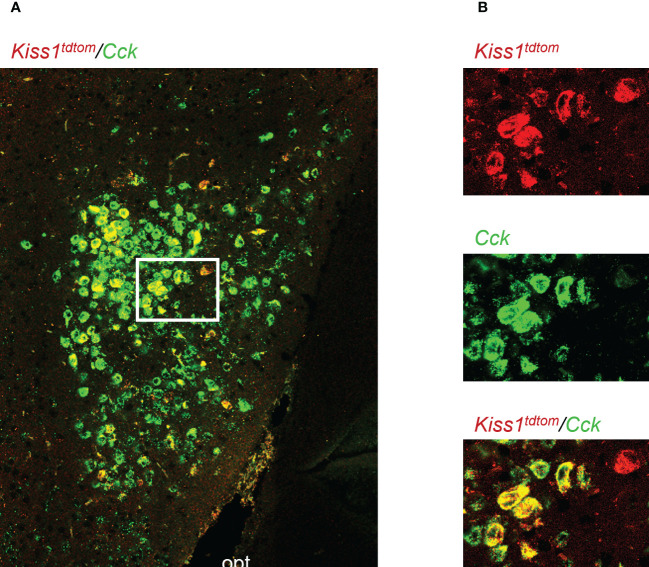
Double-label IHC/ISH of *Kiss1* ^TdTomato^ cells and *Cck* in the female mouse medial amygdala. **(A)** A representative image of *Kiss1* ^TdTomato^ cells (red) and *Cck* (green) of an E_2_-treated female mouse. **(B)** Higher magnification images of the area in the white box showing a very high degree of *Cck* mRNA (green) expression in *Kiss1* ^TdTomato^ cells (red). opt = optic tract.

### 2.6 RNA-seq of Cre+ samples and bioinformatic analysis

RNA sequencing was performed by the Genomics Center at UC San Diego’s Institute for Genomic Medicine, using RNA from the MeA IP samples of Kiss^Ribo^ mice, for both E_2_ and OVX (no E_2_) treatments. Agilent High Sensitivity RNA ScreenTape System was used to determine the quality of all MeA IP RNA samples prior to RNA sequencing, and library preparation was only performed on IP samples with an RNA integrity number >7.6. The library was created using Illumina unstranded mRNA library kits with polyA enrichment. The Illumina HiSeq4000 platform (SR75 run type) was used to perform RNA sequencing. Raw RNA sequencing data quality control analysis was performed using Fastqc v0.11.8, then read trimming was performed using Trimmomatic 0.38, followed by alignment using STAR v2.6.0a, and then quantification of reads (RSEMv1.3.0) using GRCm38.p6/mm10 and Mus-musculus.GRCm38.98.gtf.

The Center for Computational Biology and Bioinformatics at UC San Diego performed all RNA sequencing analyses and statistics. All analyses were limited to known protein coding regions. To prepare for data exploration and preprocessing using edgeR Bioconductor package (62) written in R (63), integration and annotation of sample inputs was performed using per-gene-per-sample counts from both the count preparation and quality control were used with the per-sample RNA-seq metadata. The edgeR Bioconductor package and limma package (64) were used to explore and pre-process annotated data for determining differential gene expression specifically in transcripts produced by MeA *Kiss1* neurons. In order to eliminate low-expressing genes from comparative analyses, only transcripts with a mean CPM >1 for all 3 samples in at least one hormone treatment group (OVX or E_2_) were used for differential expression (OVX vs E_2_) and biological KEGG pathway analyses. The voom technique (65, 66), which utilizes limma and edgeR Bioconductor packages, was used to determine differential expression of any retained transcripts between the two treatment groups (E_2_ versus OVX). To test for the presence of specific genes and differential gene expression in annotated functions, pathways, and diseases, the overall data and differential gene data were analyzed with WebGestalt (67). We then performed a KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis (68) using PathView (69) in both E_2_ and OVX groups to examine the primary KEGG pathways observed in the overall MeA *Kiss1* RNA sequencing dataset, as well as for any pathways that were represented differently between E_2_ and OVX groups. The data set containing all identified gene transcripts is available in the Gene Expression Omnibus (geo) data repository (70).

### 2.7 Validation of gene co-expression using double-label ISH and IHC co-detection

A double-label ISH/IHC co-detection assay was performed to validate the co-expression of *Cartpt*, a gene found to be highly expressed in our RNA-seq dataset, in MeA *Kiss1* neurons. Using brain slices from 3 female Kiss^tdTom^ mice (1 slice/mouse), a double-label ISH/IHC for *Cartpt* mRNA and TdTomato, representing MeA *Kiss1* cells, was performed using Advanced Cell Diagnostics’ RNAscope^®^ multiplex fluorescent V2 ISH assay with IHC co-detection, as described previously for the detection of *Cck* in *Kiss1* cells. This assay used the RNAscope catalog probe for *Cartpt*: Mm-Cartpt-C2 – *Mus musculus* cocaine- and amphetamine-regulated transcript prepropeptide (*Cartpt*) mRNA.

The manufacturer’s protocol was followed for multiplex fluorescent V2 ISH assay with IHC co-detection for fixed frozen tissue, with some modifications to preserve tissue integrity. Briefly, slides containing brain slices with the MeA region were briefly washed with Milli-Q water, baked at 60°C for 1 hour, and post-fixed in fresh 4% paraformaldehyde for 2 hours at 4°C. The tissue was dehydrated in 50%, 70%, and 100% ethanol washes, treated with hydrogen peroxide for 10 minutes, washed with Milli-Q water, and baked for an additional 30 minutes at 60°C. Following baking, the tissue was incubated at 98-102°C for 5 minutes in 1X RNAscope^®^ target retrieval reagent, and briefly washed with Milli-Q water followed by 1X PBS-T. 200µL primary antibody (1:1000, anti-RFP) was added to each slide and slides were incubated overnight at 4°C. On Day 2, the slides were washed 3 times in 1X PBS-T, transferred to fresh 4% paraformaldehyde for 30 minutes at room temperature, followed by four washes in 1X PBS-T. 2-4 drops of Protease Plus was added to each slide and incubated at 40°C for 30 minutes, followed by 3 brief washes in Milli-Q water. Excess liquid was removed and a probe mix (Probe Diluent + RNAscope probe) was added to each slide and hybridized to the tissue at 40°C for 2 hours. The slides were washed twice with RNAscope^®^ 1X Wash Buffer at room temperature, followed by 3 amplification hybridization steps (AMP 1 and 2 for 30 minutes at 40°C, and AMP 3 for 15 minutes at 40°C) with two washes with 1X wash buffer between each amplification hybridization step. After hybridization, the HRP-C2 fluorescent signal was developed for each respective probe by adding 2-4 drops of HRP-C2 to each sample and incubating for 15min at 40°C, washing twice with 1X wash buffer, incubating with 150µL diluted Opal™ dye for 30 minutes at 40°C, and washing twice with 1X wash buffer. This was repeated again, using HRP-C3 (instead of HRP-C2) to develop the HRP-C3 fluorescent signal. The Opal™ dyes used were: Opal 520 (*Cck*) and Opal 690 (*Cartpt*). After developing the HRP-C3 signal, the 200μL secondary antibody (Goat anti-rabbit), diluted 1:100 in co-detection Antibody Diluent, was incubated on each slide for 30 minutes at room temperature, followed by two washes with PBS-T. After incubating with the secondary antibody, 4 drops of DAPI were added to each slide, incubated for 30 seconds, excess DAPI removed, and the slides then immediately coverslipped using ProLong Gold Antifade Mountant. Slides were stored at 4°C in the dark.

### 2.8 Microscopy analyses of kisspeptin and *Cck* or *Cartpt* co-expression

Using a Zeiss LSM 880 confocal microscope, images of *Cck* or *Cartpt* mRNA with TdTomato fluorescent staining were obtained at 40X (oil) magnification for one unilateral brain slice containing the MeA for each female. For each female, the number of TdTomato (reporter for kisspeptin) cells were identified (minimum 79 cells/mouse) and the number of *Kiss1* cells that co-expressed *Cck* or *Cartpt* were counted, using the RNAscope manufacturer’s criteria as a guideline (cell = ≥15 clustered dots). The mean percent of MeA *Kiss1* cells that contained *Cck* or *Carpt* was calculated.

### 2.9 Statistical analysis

T-tests were performed to compare LH levels between the OVX and E_2_-treated females. To statistically test for differences in gene expression between OVX and E_2_-treated females, the voom technique, which uses limma and edgeR Bioconductor packages (64–66), was used. This technique using simple linear regression models and produces a modified t-statistic that is interpreted like other t-statistics, with the exception that the standard errors have been moderated across genes using a simple Bayesian model (64–66). The reported *p*-value for all RNA-seq statistical analyses is an Benjamini-Hochberg-adjusted *p*-value to account for the number of genes analyzed in the dataset (71). The statistical significance was set so the adjusted *p*-value < 0.05.

## 3 Results

### 3.1 Validation and specificity of the Ribotag isolation of MeA *Kiss1* cell transcripts

Genes that are co-expressed in MeA kisspeptin neurons are unknown, though *Cck* is known to be expressed in the MeA region (59, 60), suggesting it may also be expressed specifically in kisspeptin neurons in this region. As a search for a positive control gene that is expressed in MeA kisspeptin neurons, we first performed a double-label assay to assess if *Cck* is in fact present in MeA kisspeptin neurons. Indeed, we observed that most MeA *Kiss1* cells of female mice also express high levels of *Cck* (**Figure 1**), with 88% of MeA *Kiss1* cells co-expressing *Cck* mRNA. Thus, *Cck* expression was selected as a positive control for subsequent Ribotag pulldown validation purposes.

In order to validate the Ribotag isolation procedure, we performed RT-PCR using cDNA from both the Input samples (mRNA from all cells in the MeA micropunches, including *Kiss1* cells) and IP samples (mRNA from only *Kiss1* cell ribosomes) to confirm that the immunoprecipitation procedure was specific to *Kiss1* cells. As expected, both the Input and IP samples of Kiss^Ribo^ mice contained *Kiss1* transcripts (**Figure 2**). As also expected, *Kiss1* was also found in the Input samples of Control (Cre-) mice, but was not detected in the IP samples of these Controls (**Figure 2**), confirming that the immuno-pulldown was specific to *Kiss1* cells that had undergone Cre-mediated recombination to express the HA+ tag. Our positive control gene, *Cck*, was also found to be highly expressed in all the Input samples as well as in IP samples of both E_2_-treated and OVX Kiss^Ribo^ mice, but not in the IP of Control mice (**Figure 2**), further validating the selectivity of the Ribotag isolation technique. Given that little is currently known about what genes are or are not expressed in MeA *Kiss1* neurons, it is difficult to identify a true negative control. We selected *Avp* because *Avp* is expressed in the MeA region, but typically more in the rostral part of the MeA (61), whereas *Kiss1* is expressed in the more caudal (posterior) part of the MeA. Thus, AVP and *Kiss1* are in different anatomical sub-regions of the MeA and unlikely to be co-expressed in the same cells, serving as a useful negative control for our Riobotag pulldown selectivity. Indeed, here we confirmed that *Avp* mRNA was present, at low to moderate levels, in all Input samples but was absent in all IP samples (**Figure 2**), suggesting that MeA *Kiss1* cells do not express *Avp* but other MeA cell types do.

**Figure 2:**
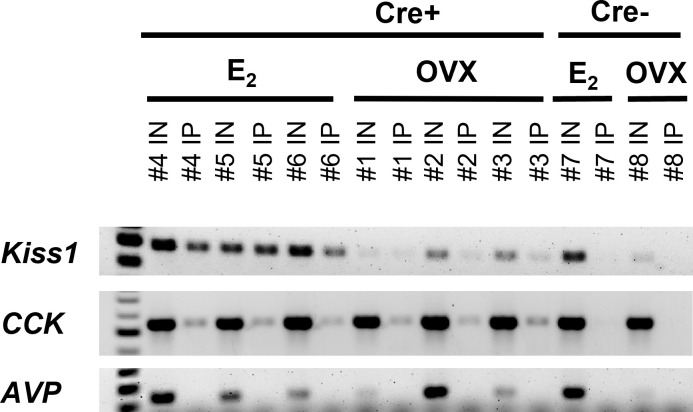
RT-PCR validation of successful isolation of ribosomal mRNA from MeA *Kiss1* cells in female mice. The number above each lane denotes the pooled sample number. Input samples contain all cells in the MeA, including, but not limited to *Kiss1* cells. IP samples contain mRNA transcripts isolated from the ribosomes of only MeA *Kiss1* cells, but not other non-*Kiss1* MeA cells. *Kiss1* and *Cck* are identified in both the Input and IP samples as expected, whereas *Avp* transcripts were located in the Input, but not the IP samples, indicating that *Avp* is not expressed in MeA *Kiss1* cells. For our Cre- control mice, the Input samples express bands for *Kiss1, Cck, and Avp*, whereas the IP samples, as expected due to the lack of the HA+ tag on the ribosomes, do not contain mRNA for these genes.

### 3.2 Identification of RNA transcripts in female MeA *Kiss1* cells

The goal of the current study is to identify what neuropeptides, neurotransmitter synthesis and transport factors, and receptors are made by MeA *Kiss1* neurons to begin to understand the regulation and function of this *Kiss1* neuronal population. RNA quality for all E_2_ and OVX Kiss^Ribo^ samples was sufficient for RNA-seq, with RNA integrity values of at least 7.6 for all 6 Kiss^Ribo^ IP samples. As expected, the RNA quality for our Cre- control samples, which lack the HA+ tag in *Kiss1* cells, was low, <5.8. Due to the low integrity of the RNA from our control samples, only the Kiss^Ribo^ IP samples were processed for RNA-seq. 

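Each of the 6 Kiss Ribo IP libraries came from 1 pool of MeA micro-punches from 4 mice, with 3 pools from OVX females and 3 from E_2_-treated females. The values analysed were the log2 CPM that the authors made with voom from RSEM counts, with library sizes scaled by TMM and genes limited to protein-coding ones. The scaled library size was computed from the lowest log2 CPM in each library, taken as a count of 0 plus the 0.5 that voom adds. It was 28.3M, 34.2M and 28.1M for OVX replicates 1, 2 and 3, with a median of 28.3M, and 30.3M, 34.0M and 32.4M for E_2_ replicates 1, 2 and 3, with a median of 32.4M. Counts rebuilt from the log2 CPM of the listed genes summed to between 28.3M and 34.3M per library, and the 10 highest genes held between 2.80% and 3.55% of them. Across genes, which are not independent replicates, the correlation between libraries was between 0.977 and 0.989. E_2_-treated and OVX libraries were compared gene by gene with limma on the log2 CPM, with a mean-variance trend in its empirical Bayes step, and two-sided p-values were adjusted by the Benjamini-Hochberg method over 13886 genes. Differences are given as E_2_ minus OVX on the log2 scale with their standard error (SE), and group means with the SD of 3 libraries. Gene positions are on GRCm38 and come from GENCODE mouse release 21, which holds 13873 of the 13886 gene identifiers.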

The library size for each Kiss^Ribo^ sample was ≥ 25M total reads per sample, well above the 5-25M reads per sample recommended by Illumina, and well over the 10M reads aligned reach threshold, indicating a high RNA-seq quality. 

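The authors' table of log2 CPM lists 13886 genes, of which 148 have no symbol, and 19 symbols stand for more than 1 gene. Every listed gene had a CPM above 1 in at least 3 of the 6 libraries, and 13868 genes had a group mean CPM above 1. The count fell most, to 13170 genes, when a CPM above 1 was required in all 6 libraries, and was 13615 when it was required in all 3 libraries of a treatment group. By the mean log2 CPM of the 6 libraries, *Cck* ranked 235 of the 13886 genes, *Cartpt* 2785, *Npy2r* 3635, *Oxtr* 6176, *Esr1* 6815 and *Pdyn* 6976. *Esr2* ranked 11500 and *Gal* ranked 12013. *Kiss1* is listed as 2 overlapping gene models, ENSMUSG00000115958 at rank 11038 and ENSMUSG00000116158 at rank 13426.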

RNA-seq of the Kiss^Ribo^ samples identified approximately 13,800 different mRNA transcripts, including *Kiss1* and *Cck*, as well as other transcripts such as *Esr1*, *Esr2*, *Ar*, *Gal*, *Cartpt, Pdyn, Oxtr*, and *Npy2r* (**Figure 3**). Our first analysis identified the top 75 genes expressed by MeA *Kiss1* cells, regardless of E_2_ treatment. 

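*Sptbn1* (ENSMUSG00000020315, chromosome 11 from 30099395 to 30268175) had the highest mean of the 6 libraries, a log2 CPM of 12.24, with 12.38 ± 0.19 (SD, n = 3) in OVX and 12.10 ± 0.30 (SD, n = 3) in E_2_-treated females. *Sptan1* (ENSMUSG00000057738, chromosome 2 from 29965560 to 30031451) ranked 2 with a mean of 11.98. Neither difference between treatments was past the threshold, with a log2 difference of -0.28 for *Sptbn1* (SE 0.13, adjusted p = 0.563) and -0.27 for *Sptan1* (SE 0.11, adjusted p = 0.482). Ranks 1 and 2 were kept with median centring, with quantile normalization, by the mean of linear CPM and with each library left out in turn. Per kilobase of the longest transcript *Sptbn1* ranked 33 and *Sptan1* 42 of the 13873 genes with a transcript length.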

The top 3 most highly expressed genes (*Sptbn1*, *Sptan1*, and *Sptbn2*) are coding genes for spectrin proteins, which are involved in actin crosslinking, cell communication, and cell regulation. 

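Below these ranks, *Hspa8* had a mean log2 CPM of 11.59 (rank 4), *Hsp90ab1* 11.24 (rank 9) and *App* 11.22 (rank 10). *Eef1a1* and *Ubb* each had a mean of 10.98 (ranks 14 and 15), *Syp* 10.90 (rank 18), *Ywhag* 10.78 (rank 25) and *Gprasp1* 10.68 (rank 33). *Rtn1* had a mean of 10.59 (rank 37) and *Cpe* 10.48 (rank 46). Between treatments, the log2 differences of these 10 genes ran from -0.08 for *App* (SE 0.06, adjusted p = 0.798) to 0.08 for *Eef1a1* (SE 0.06, adjusted p = 0.771). *Gprasp1* shares 492 exonic bases with another protein-coding gene model, where reads cannot be assigned by position alone.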

Other very highly expressed transcripts included several genes related to intra-cell signaling, such as *Gprasp1, Atp1a3, Calm1*, and *Ywhag*, genes important for protein synthesis and regulation, including *Cpe*, *Hspa8*, *Hsp90ab1*, *Eef1a1*, and *Ubb*, and genes involved with secretion and synapses, like *App*, *Syp*, and *Rtn1*. 

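The ranking by mean log2 CPM was recomputed under each alternative scaling. Of the 75 highest genes, 75 were again among the highest 75 after median centring, 74 after quantile normalization and 74 by the mean of linear CPM. With each library left out in turn, between 73 and 75 were again among them. Transcript length moved the list most, and 48 of the 75 were among the highest 75 per kilobase of the longest transcript. The median longest transcript of the 75 genes was 3520 nt, against 3517 nt for all genes, and across genes the Spearman correlation of mean log2 CPM with length was 0.217.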

The 75 transcripts with the highest overall mean expression (*i.e.*, the mean expression of all OVX and E_2_ samples combined) in MeA *Kiss1* cells are listed in **Table 1**.

**Figure 3:**
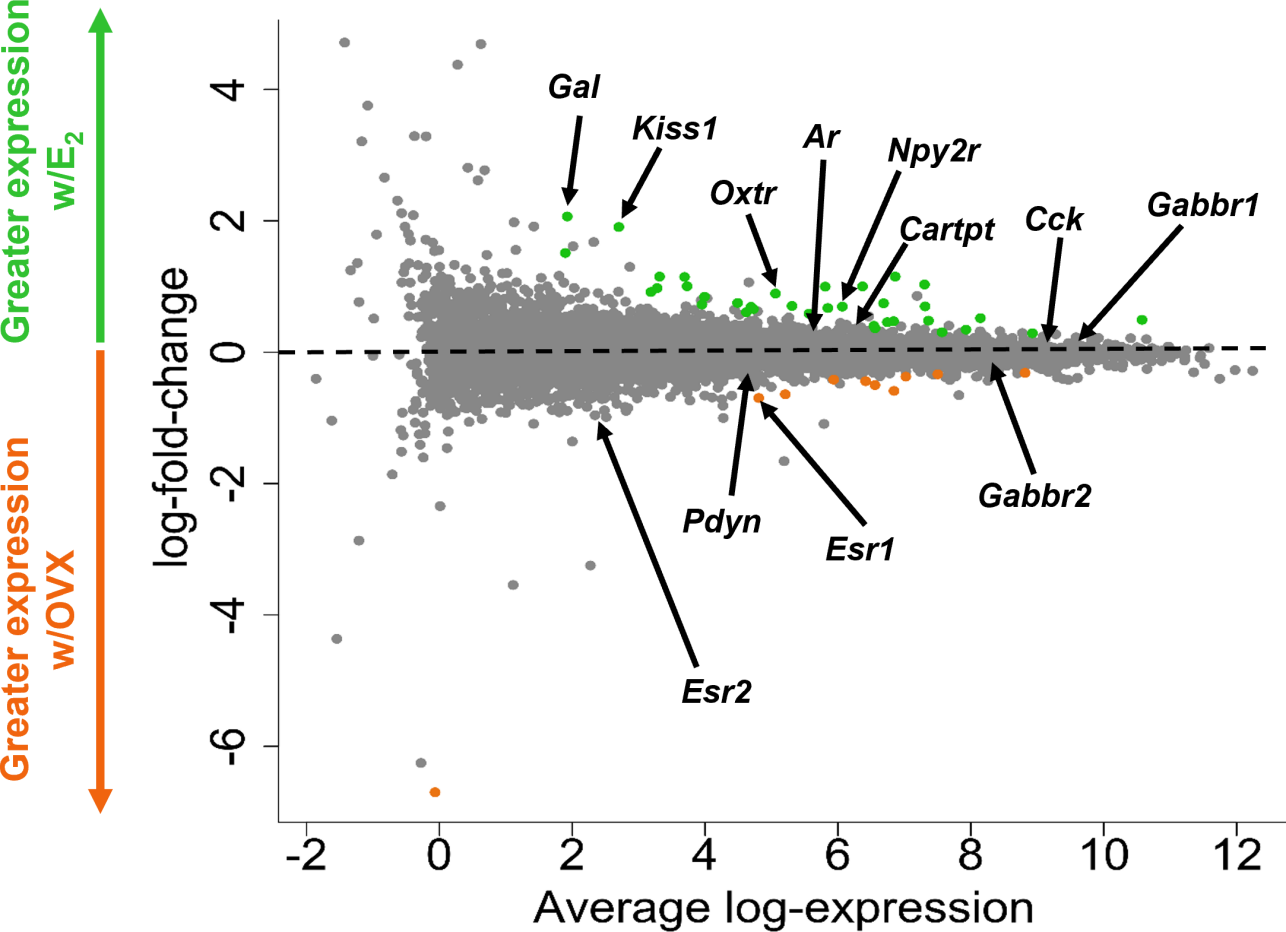
A glimma plot showing the expression of >13,800 gene transcripts identified by RNA-seq to be produced in MeA *Kiss1* cells. Each dot represents a single gene transcript. Some transcripts were upregulated by E_2_ treatment (green dots), whereas other transcripts were downregulated by E_2_ treatment (orange dots). Grey dots represent gene transcripts whose expression did not differ between OVX and E_2_ treatment groups. The y-axis represents the magnitude of difference in expression levels between OVX and E_2_ samples, with greater positive or negative values indicating a greater difference in gene expression between the two treatment groups. Y-axis values close to 0 indicate little change in expression levels between OVX and E_2_ treatments. The x-axis represents the average log-expression of each transcript, thus plotting the average of the mean expression levels of the OVX and E_2_ treatment groups. Several genes of interest are marked by arrows to indicate their location in the glimma plot.

**Table 1:** The 75 genes that are most highly expressed by female MeA *Kiss1* neurons.

ENSEMBL ID	ENTREZ ID	Gene	Total Mean expression	Mean E_2_ expression	Mean OVX expression	Adjusted *p* value
ENSMUSG00000020315	20742	Sptbn1	12.242	12.099	12.384	0.5118
ENSMUSG00000057738	20740	Sptan1	11.977	11.841	12.113	0.4078
ENSMUSG00000067889	20743	Sptbn2	11.746	11.545	11.948	0.3742
ENSMUSG00000015656	15481	Hspa8	11.585	11.615	11.555	0.8581
ENSMUSG00000024617	12322	Camk2a	11.519	11.430	11.609	0.4101
ENSMUSG00000040907	232975	Atp1a3	11.462	11.438	11.486	0.8567
ENSMUSG00000001175	12313	Calm1	11.448	11.405	11.491	0.6301
ENSMUSG00000032826	109676	Ank2	11.354	11.202	11.506	0.4078
ENSMUSG00000023944	15516	Hsp90ab1	11.238	11.252	11.224	0.9463
ENSMUSG00000022892	11820	App	11.224	11.186	11.262	0.7160
ENSMUSG00000004207	19156	Psap	11.217	11.153	11.281	0.4345
ENSMUSG00000030695	11674	Aldoa	11.097	11.084	11.110	0.9524
ENSMUSG00000028833	26562	Ncdn	11.011	10.967	11.054	0.6539
ENSMUSG00000037742	13627	Eef1a1	10.981	11.022	10.940	0.6704
ENSMUSG00000019505	22187	Ubb	10.978	10.985	10.972	0.9778
ENSMUSG00000027273	20614	Snap25	10.970	11.011	10.928	0.7388
ENSMUSG00000006651	11803	Aplp1	10.909	10.885	10.933	0.8767
ENSMUSG00000031144	20977	Syp	10.902	10.905	10.899	0.9893
ENSMUSG00000036564	234593	Ndrg4	10.893	10.908	10.879	0.9240
ENSMUSG00000072235	22142	Tuba1a	10.880	10.890	10.871	0.9640
ENSMUSG00000032294	18746	Pkm	10.878	10.875	10.882	0.9902
ENSMUSG00000062825	11465	Actg1	10.875	10.878	10.871	0.9893
ENSMUSG00000014602	16560	Kif1a	10.873	10.806	10.940	0.6811
ENSMUSG00000036438	12314	Calm2	10.793	10.808	10.777	0.9524
ENSMUSG00000051391	22628	Ywhag	10.780	10.786	10.773	0.9720
ENSMUSG00000026825	13429	Dnm1	10.767	10.755	10.778	0.9527
ENSMUSG00000074657	16572	Kif5a	10.739	10.751	10.726	0.9639
ENSMUSG00000027523	14683	Gnas	10.733	10.711	10.755	0.8863
ENSMUSG00000021270	15519	Hsp90aa1	10.727	10.757	10.697	0.8383
ENSMUSG00000039953	65945	Clstn1	10.726	10.657	10.795	0.3811
ENSMUSG00000046093	170638	Hpcal4	10.702	10.662	10.742	0.7003
ENSMUSG00000019923	52696	Zwint	10.695	10.687	10.703	0.9848
ENSMUSG00000043384	67298	Gprasp1	10.681	10.689	10.674	0.9859
ENSMUSG00000027254	17754	Map1a	10.662	10.618	10.705	0.8595
ENSMUSG00000022421	73340	Nptxr	10.652	10.524	10.779	0.4542
ENSMUSG00000006930	15114	Hap1	10.642	10.740	10.544	0.3411
ENSMUSG00000021087	104001	Rtn1	10.585	10.550	10.620	0.7867
**ENSMUSG00000050711**	**20254**	**Scg2**	**10.577**	**10.823**	**10.331**	**0.0453**
ENSMUSG00000019370	12315	Calm3	10.566	10.508	10.625	0.4801
ENSMUSG00000058672	22151	Tubb2a	10.564	10.588	10.539	0.8863
ENSMUSG00000053310	64011	Nrgn	10.529	10.520	10.537	0.9784
ENSMUSG00000024758	20168	Rtn3	10.508	10.510	10.506	0.9901
ENSMUSG00000022285	22631	Ywhaz	10.507	10.501	10.514	0.9778
ENSMUSG00000015222	17756	Map2	10.500	10.539	10.461	0.8128
ENSMUSG00000004267	13807	Eno2	10.498	10.483	10.513	0.9382
ENSMUSG00000037852	12876	Cpe	10.480	10.483	10.478	0.9902
ENSMUSG00000058297	94214	Spock2	10.479	10.409	10.549	0.3330
ENSMUSG00000051853	11842	Arf3	10.439	10.397	10.481	0.6539
ENSMUSG00000025422	216439	Agap2	10.412	10.377	10.448	0.8311
ENSMUSG00000044349	319317	Snhg11	10.407	10.512	10.301	0.1504
ENSMUSG00000008348	22190	Ubc	10.393	10.406	10.380	0.9406
ENSMUSG00000026576	11931	Atp1b1	10.376	10.396	10.356	0.8799
ENSMUSG00000070802	434128	Pnmal2	10.359	10.383	10.335	0.8880
ENSMUSG00000034187	18195	Nsf	10.349	10.330	10.368	0.9145
ENSMUSG00000018707	13424	Dync1h1	10.289	10.203	10.374	0.7243
ENSMUSG00000026131	13518	Dst	10.288	10.195	10.381	0.6898
ENSMUSG00000028649	11426	Macf1	10.277	10.160	10.394	0.6331
ENSMUSG00000031517	234267	Gpm6a	10.268	10.310	10.226	0.7715
ENSMUSG00000025855	19085	Prkar1b	10.245	10.238	10.253	0.9780
ENSMUSG00000026797	20910	Stxbp1	10.237	10.210	10.265	0.8365
ENSMUSG00000052727	17755	Map1b	10.237	10.262	10.212	0.8683
ENSMUSG00000025867	12890	Cplx2	10.211	10.248	10.173	0.8091
ENSMUSG00000018965	22629	Ywhah	10.175	10.231	10.119	0.6360
ENSMUSG00000023004	22143	Tuba1b	10.171	10.225	10.116	0.6450
ENSMUSG00000059213	13199	Ddn	10.168	10.060	10.277	0.4345
ENSMUSG00000020894	22318	Vamp2	10.154	10.109	10.198	0.6710
ENSMUSG00000024121	11984	Atp6v0c	10.150	10.157	10.142	0.9713
ENSMUSG00000016349	13628	Eef1a2	10.103	10.097	10.109	0.9857
ENSMUSG00000022199	59049	Slc22a17	10.088	10.066	10.110	0.8834
ENSMUSG00000025151	94275	Maged1	10.081	10.096	10.065	0.9356
ENSMUSG00000029223	22223	Uchl1	10.073	10.068	10.079	0.9895
ENSMUSG00000025579	14387	Gaa	10.072	10.058	10.086	0.9606
ENSMUSG00000025393	11947	Atp5b	10.068	10.050	10.087	0.9085
ENSMUSG00000026223	64294	Itm2c	10.065	10.129	10.001	0.5503
ENSMUSG00000025428	11946	Atp5a1	10.064	10.058	10.070	0.9859

Transcripts are listed in descending order of total mean expression, regardless of hormone treatment. *p <*0.05 signifies significant differential expression between E_2_ and OVX conditions, denoted in bold type.

Many transcripts for genes encoding neuropeptides, receptors, and proteins involved in neurotransmitter synthesis or transport were found to be highly expressed in the RNA-seq data. In addition to *Gabbr1* and *Gabbr2* being expressed in the RNA-seq dataset, which supports previous co-expression double-label assays with GABA_B_R and *Kiss1* in the MeA (19), the RNAseq identified new transcripts that appear to be expressed by MeA *Kiss1* cells, some of which are implicated in reproductive function or other behaviors. 

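*Gabbr1* (ENSMUSG00000024462, chromosome 17 from 37045966 to 37075067) had a mean log2 CPM of 9.57, with a range from 9.52 to 9.60 over the 6 libraries, and ranked 141 of all listed genes. *Gabbr2* (ENSMUSG00000039809, chromosome 4 from 46662305 to 46991873) had a mean of 8.38, with a range from 8.20 to 8.56, and ranked 482. The difference between treatments was -0.02 for *Gabbr1* (SE 0.05, adjusted p = 0.970). For *Gabbr2* it was -0.17 (SE 0.06, adjusted p = 0.470), and although each E_2_ library was below each OVX library, the difference was not past the threshold.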

Aside from *Kiss1*, RNAseq identified other neuropeptides implicated in modulating reproduction, metabolism, and stress, such as *Cck*, *Pdyn*, *Tac1*, *Gal*, *Cartpt*, *Trh*, *Sst*, *Npy, Agt, Vgf*, and *Penk* (**Table 2**). 

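Over the 6 libraries, mean log2 CPM was 9.29 for *Vgf*, 9.09 for *Cck*, 8.37 for *Penk*, 6.44 for *Cartpt*, 6.22 for *Sst* and 6.14 for *Trh*. It was 5.44 for *Tac1*, 4.79 for *Agt*, 4.74 for *Pdyn*, 3.64 for *Npy* and 1.92 for *Gal*. *Cck* (ENSMUSG00000032532, chromosome 9 from 121489824 to 121495694) had 8.97 ± 0.10 (SD, n = 3) in OVX and 9.20 ± 0.12 (SD, n = 3) in E_2_-treated females, a difference of 0.24 (SE 0.07, adjusted p = 0.295). *Cartpt* (ENSMUSG00000021647, chromosome 13 from 99898489 to 99901091) had 6.37 ± 0.28 (SD, n = 3) and 6.51 ± 0.61 (SD, n = 3), a difference within the spread between libraries (0.14, SE 0.22, adjusted p = 0.927). Of the 28 genes in Table 2, 19 were higher with E_2_, 2 were past the threshold over all genes tested (*Kiss1* and *Gal*), and 6 were past it when adjusted over the list alone. As a set, with a median difference of 0.12, they gave an adjusted p of 0.235 with fry, the rotation test of limma, and an adjusted p of 0.0443 when E_2_ replicate 3 was left out. The preset correlation of camera gave an adjusted p of 0.00686, which did not hold with its estimated correlation (adjusted p = 0.394). The mixed fry test, which counts changes in both directions, gave p = 0.00388 by rotation in limma, where rotations are not exact permutations. The list was chosen on these libraries, so neither the count nor the set test is independent evidence.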

Transcripts related to GABA synthesis and transport, like *Vgat, Gad1*, and *Gad2*, were also expressed, as were genes important for glutamate transport and synthesis, such as *Glud1, Vglut1, and Vglut2* (**Table 2**). **Table 2** provides a more detailed list of ligand (or their related enzymes) gene transcripts identified in this RNA-seq dataset. 

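*Slc32a1*, the gene of the vesicular GABA transporter Vgat, had a mean log2 CPM of 6.75, *Gad1* 7.39 and *Gad2* 7.25. *Glud1* had a mean of 7.88, *Slc17a7*, which encodes Vglut1, 9.47, and *Slc17a6*, which encodes Vglut2, 7.67. The transporters of glutamate moved in opposite directions between treatments. *Slc17a7* (ENSMUSG00000070570, chromosome 7 from 45163949 to 45176142) had 9.68 ± 0.21 (SD, n = 3) in OVX and 9.26 ± 0.22 (SD, n = 3) in E_2_-treated females (difference -0.42, SE 0.11, adjusted p = 0.174). *Slc17a6* (ENSMUSG00000030500, chromosome 7 from 51622006 to 51671119) had 7.47 ± 0.17 (SD, n = 3) and 7.87 ± 0.17 (SD, n = 3) (difference 0.40, SE 0.09, adjusted p = 0.117). Groups did not overlap for either gene, as for 1898 of the 13886 genes where chance gives 10%, and neither difference was past the threshold over all genes. *Slc17a7* is 1 of 6 genes listed before the data were examined as markers of forebrain excitatory neurons outside the MeA, and 0 of the 6 were higher with E_2_.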

A few ligands of interest that were absent include *Avp, C3, Calca, Nmu, Oxt, Ghrh, Gnrh1, and Tshb*.

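Of these 8 ligand genes, all 8 symbols are in the reference annotation and 0 are in the authors' table. The table lists only genes that passed the authors' minimum, so the exact level of a gene that is not listed is not known. Every listed gene had a CPM above 1 in at least 3 of the 6 libraries. If that was the minimum, a protein-coding gene that is not listed was above 1 CPM in fewer than 3 libraries. For *Avp*, the paper also reports RT-PCR signal in the Input samples and none in the IP samples.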

**Table 2:** Notable ligand (or their related enzyme) transcripts identified in female MeA *Kiss1* cells.

ENSEMBL	ENTREZ ID	Gene	Overall Mean expression	Mean E_2_ expression	Mean OVX expression	Adjusted p value
ENSMUSG00000037428	381677	Vgf	9.288	9.284	9.292	0.9895
ENSMUSG00000032532	12424	Cck	9.087	9.205	8.968	0.2596
ENSMUSG00000045573	18619	Penk	8.372	8.423	8.320	0.8302
ENSMUSG00000030500	140919	Slc17a6	7.669	7.869	7.468	0.1087
ENSMUSG00000070880	14415	Gad1	7.387	7.461	7.312	0.7006
ENSMUSG00000026787	14417	Gad2	7.249	7.404	7.093	0.2441
ENSMUSG00000037771	22348	Slc32a1	6.754	6.807	6.700	0.8247
ENSMUSG00000021647	27220	Cartpt	6.442	6.510	6.374	0.9269
ENSMUSG00000004366	20604	Sst	6.222	6.176	6.269	0.7983
ENSMUSG00000005892	22044	Trh	6.136	6.025	6.246	0.7929
ENSMUSG00000024256	11516	Adcyap1	5.975	6.054	5.895	0.7793
ENSMUSG00000061762	21333	Tac1	5.436	5.505	5.367	0.8532
ENSMUSG00000021342	19109	Prl	5.189	4.431	5.946	0.8961
ENSMUSG00000031980	11606	Agt	4.788	5.110	4.466	0.3055
ENSMUSG00000027400	18610	Pdyn	4.744	4.658	4.830	0.6762
ENSMUSG00000045731	18155	Pnoc	3.968	4.173	3.763	0.5648
ENSMUSG00000029819	109648	Npy	3.635	3.674	3.596	0.9562
ENSMUSG00000024517	225642	Grp	3.578	3.564	3.593	0.9861
ENSMUSG00000019890	67405	Nts	3.024	3.114	2.935	0.8756
ENSMUSG00000019772	22353	Vip	2.973	2.823	3.124	0.7557
**ENSMUSG00000115958**	**280287**	**Kiss1**	**2.701**	**3.656**	**1.746**	**0.0049**
ENSMUSG00000037010	30878	Apln	2.643	2.689	2.597	0.9770
ENSMUSG00000020713	14599	Gh	2.274	0.780	3.767	0.8107
ENSMUSG00000025400	21334	Tac2	2.240	2.053	2.427	0.7956
ENSMUSG00000027524	13616	Edn3	2.088	2.133	2.044	0.9845
**ENSMUSG00000024907**	**14419**	**Gal**	**1.925**	**2.947**	**0.903**	**0.0207**
ENSMUSG00000000214	21823	Th	1.853	2.252	1.454	0.5648
ENSMUSG00000044988	83428	Ucn3	1.425	1.641	1.209	0.7486

Transcripts are listed in descending order based on total mean expression (average log CPM for E_2_ and GDX treatments combined). *p <*0.05 signifies significant differential expression between E_2_ and OVX conditions, denoted in bold type.

We examined transcripts for receptors in the RNA-seq data, which might provide insight into how MeA *Kiss1* neurons are regulated, either by hormones or neural signaling. Sex steroid receptors were present, as might be predicted given estrogen’s known ability to upregulate *Kiss1* in the MeA. Specifically, estrogen receptor alpha (*Esr1*), androgen receptor (*Ar*), and progesterone receptor (*Pgr*) were each moderately expressed, while estrogen receptor beta (*Esr2*) had lower expression levels (**Table 3**). 

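Over the 6 libraries, *Esr1* had a mean log2 CPM of 4.81, *Pgr* 4.67 and *Esr2* 2.34. The range over libraries was 4.35 to 5.30 for *Esr1*, 4.32 to 4.96 for *Pgr* and 1.38 to 3.09 for *Esr2*. *Pgr* (ENSMUSG00000031870, chromosome 9 from 8899833 to 8968611) differed by 0.32 (SE 0.11, adjusted p = 0.392). *Esr2* (ENSMUSG00000021055, chromosome 12 from 76120419 to 76177259) had 2.83 ± 0.23 (SD, n = 3) in OVX and 1.86 ± 0.43 (SD, n = 3) in E_2_-treated females, a difference of -0.97 (SE 0.25, adjusted p = 0.191).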

Some additional receptors expressed in the RNA-seq data include *Gabbr1, Gabbr2, Cnr1, Crhr1, Crhr2, Npy1r, Npy2r*, *Npy5r, Tacr1*, and *Thra*. 

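*Thra* had a mean log2 CPM of 9.91, *Cnr1* 6.74, *Tacr1* 6.46, *Crhr1* 4.51 and *Npy1r* 4.36. Lower means were found for *Npy5r* (2.11) and *Crhr2* (1.86). *Tacr1* (ENSMUSG00000030043, chromosome 6 from 82402334 to 82560104) had 6.19 ± 0.31 (SD, n = 3) in OVX and 6.74 ± 0.29 (SD, n = 3) in E_2_-treated females, a difference of 0.54 (SE 0.14, adjusted p = 0.213). Of the 99 genes in Table 3, 45 were higher with E_2_, 4 were past the threshold over all genes tested (*Esr1*, *Npy2r*, *Oxtr* and *Rxfp1*), and 17 were past it when adjusted over the list alone, which the study chose on these libraries. The median difference of the 99 genes was -0.01 and the mean was 0.01. The fry test placed the set higher with E_2_, with an adjusted p of 0.372, and camera placed it lower, with an adjusted p of 0.953 at the preset and 0.942 at the estimated correlation. With OVX replicate 3 left out, fry gave an adjusted p of 0.0342. The mixed fry test gave p = 1.26e-05, by rotation in limma and not by exact permutation.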

A more detailed list of the receptors expressed by MeA *Kiss1* cells is in **Table 3**. Of note, the following gene transcripts are for some receptors that were absent (not expressed) in the current RNA-seq dataset: *Chrna5, Ahrnb4, Pacapr1, Gpr50, Nmur2, P2rx2, Aplnr, Bdkrb2, Chrnb1, Lpar4, Npy4r, Rxfp2, Sctr*, and *Tbxa2r*.

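Of these 14 names, 12 are gene symbols in the reference annotation, and 0 of the 14 names are in the authors' table. *Adcyap1r1* (ENSMUSG00000029778, chromosome 6 from 55451978 to 55501451), which encodes a receptor for the peptide PACAP, is listed with a mean log2 CPM of 7.56 and a range from 7.46 to 7.65 over the 6 libraries.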

**Table 3:** Notable receptor transcripts identified in female MeA *Kiss1* cells.

ENSEMBL	ENTREZ ID	Gene	Overall Mean expression	Mean E_2_ expression	Mean OVX expression	Adjusted p value
ENSMUSG00000058756	21833	Thra	9.906	9.842	9.969	0.4413
ENSMUSG00000024462	54393	Gabbr1	9.566	9.558	9.574	0.9644
ENSMUSG00000026959	14810	Grin1	9.173	9.137	9.209	0.7793
ENSMUSG00000033981	14800	Gria2	9.069	9.065	9.073	0.9881
ENSMUSG00000020524	14799	Gria1	8.891	8.857	8.925	0.7808
ENSMUSG00000030209	14812	Grin2b	8.877	8.803	8.951	0.6134
ENSMUSG00000039809	242425	Gabbr2	8.383	8.299	8.466	0.4427
ENSMUSG00000003378	14809	Grik5	8.311	8.299	8.324	0.9638
ENSMUSG00000001986	53623	Gria3	8.224	8.194	8.254	0.8610
ENSMUSG00000000560	14395	Gabra2	8.120	8.143	8.097	0.9145
ENSMUSG00000041380	15560	Htr2c	8.091	8.144	8.039	0.7981
ENSMUSG00000033676	14402	Gabrb3	8.053	8.051	8.056	0.9904
ENSMUSG00000010803	14394	Gabra1	7.970	8.057	7.882	0.4934
ENSMUSG00000020436	14406	Gabrg2	7.671	7.660	7.682	0.9753
ENSMUSG00000031343	14396	Gabra3	7.565	7.512	7.619	0.6177
ENSMUSG00000029778	11517	Adcyap1r1	7.560	7.550	7.571	0.9639
ENSMUSG00000032773	12669	Chrm1	7.521	7.470	7.573	0.6687
ENSMUSG00000029212	14400	Gabrb1	7.472	7.475	7.469	0.9920
ENSMUSG00000049583	108071	Grm5	7.443	7.445	7.441	0.9944
ENSMUSG00000028020	14658	Glrb	7.101	7.141	7.062	0.8005
ENSMUSG00000039579	242443	Grin3a	6.946	6.912	6.981	0.8741
ENSMUSG00000042429	11539	Adora1	6.770	6.714	6.826	0.7369
ENSMUSG00000044288	12801	Cnr1	6.736	6.694	6.778	0.7826
ENSMUSG00000059003	14811	Grin2a	6.733	6.682	6.785	0.7542
ENSMUSG00000027584	18389	Oprl1	6.618	6.664	6.572	0.8261
ENSMUSG00000027950	11444	Chrnb2	6.569	6.524	6.614	0.8002
ENSMUSG00000056755	108073	Grm7	6.550	6.572	6.528	0.9218
ENSMUSG00000030043	21336	Tacr1	6.463	6.736	6.191	0.2038
ENSMUSG00000029211	14397	Gabra4	6.410	6.465	6.355	0.7056
ENSMUSG00000020591	18217	Ntsr2	6.407	6.501	6.312	0.5123
ENSMUSG00000007653	14401	Gabrb2	6.386	6.416	6.356	0.9205
ENSMUSG00000001985	14807	Grik3	6.370	6.214	6.526	0.2038
ENSMUSG00000039059	99296	Hrh3	6.345	6.284	6.407	0.6263
ENSMUSG00000041078	14803	Grid1	6.288	6.292	6.285	0.9895
ENSMUSG00000024431	14815	Nr3c1	6.257	6.244	6.269	0.9644
ENSMUSG00000023192	108068	Grm2	6.198	6.100	6.296	0.5813
**ENSMUSG00000028004**	**18167**	**Npy2r**	**6.066**	**6.413**	**5.718**	**0.0012**
ENSMUSG00000038257	110304	Glra3	6.038	6.259	5.817	0.0828
ENSMUSG00000001260	14405	Gabrg1	5.923	6.018	5.828	0.6066
ENSMUSG00000056073	14806	Grik2	5.891	5.808	5.974	0.5503
ENSMUSG00000025892	14802	Gria4	5.847	5.921	5.773	0.6687
ENSMUSG00000045092	13609	S1pr1	5.797	5.910	5.684	0.5123
ENSMUSG00000055078	110886	Gabra5	5.759	5.751	5.766	0.9918
ENSMUSG00000021779	21834	Thrb	5.664	5.533	5.795	0.2818
ENSMUSG00000019828	14816	Grm1	5.654	5.496	5.812	0.1479
ENSMUSG00000030898	12426	Cckbr	5.648	5.632	5.664	0.9796
ENSMUSG00000046532	11835	Ar	5.591	5.771	5.411	0.0781
ENSMUSG00000044933	20607	Sstr3	5.513	5.528	5.497	0.9639
ENSMUSG00000046159	12671	Chrm3	5.489	5.423	5.554	0.7779
ENSMUSG00000033717	11551	Adra2a	5.424	5.543	5.305	0.4746
ENSMUSG00000020734	14813	Grin2c	5.393	5.379	5.407	0.9753
ENSMUSG00000029054	14403	Gabrd	5.234	5.257	5.210	0.9475
ENSMUSG00000018589	237213	Glra2	5.220	5.351	5.090	0.3503
ENSMUSG00000055026	14407	Gabrg3	5.165	5.241	5.089	0.8123
**ENSMUSG00000049112**	**18430**	**Oxtr**	**5.060**	**5.508**	**4.612**	**0.0010**
ENSMUSG00000021721	15550	Htr1a	4.978	4.945	5.011	0.9340
ENSMUSG00000031344	57249	Gabrq	4.967	4.880	5.054	0.6818
ENSMUSG00000047904	20606	Sstr2	4.965	4.803	5.128	0.2973
ENSMUSG00000045318	11553	Adra2c	4.897	4.837	4.957	0.8429
ENSMUSG00000038760	22045	Trhr	4.884	4.972	4.797	0.7172
ENSMUSG00000034997	15558	Htr2a	4.881	4.966	4.796	0.6762
**ENSMUSG00000019768**	**13982**	**Esr1**	**4.807**	**4.455**	**5.159**	**0.0264**
ENSMUSG00000035431	20605	Sstr1	4.777	4.974	4.579	0.1697
ENSMUSG00000002771	14814	Grin2d	4.718	4.798	4.638	0.7071
ENSMUSG00000071424	14804	Grid2	4.716	4.700	4.732	0.9639
**ENSMUSG00000034009**	**381489**	**Rxfp1**	**4.692**	**5.035**	**4.348**	**0.0141**
ENSMUSG00000027577	11438	Chrna4	4.679	4.699	4.660	0.9562
ENSMUSG00000031870	18667	Pgr	4.674	4.836	4.512	0.3616
ENSMUSG00000022122	13618	Ednrb	4.647	4.815	4.479	0.4312
ENSMUSG00000053004	15465	Hrh1	4.623	4.616	4.630	0.9933
ENSMUSG00000032017	110637	Grik4	4.588	4.686	4.490	0.6539
ENSMUSG00000018634	12921	Crhr1	4.511	4.454	4.568	0.8928
ENSMUSG00000021478	13488	Drd1	4.475	4.549	4.400	0.8056
ENSMUSG00000024798	15566	Htr7	4.464	4.450	4.479	0.9861
ENSMUSG00000022935	14805	Grik1	4.452	4.660	4.244	0.1504
ENSMUSG00000049511	15551	Htr1b	4.437	4.346	4.528	0.7290
ENSMUSG00000036437	18166	Npy1r	4.359	4.322	4.395	0.9433
ENSMUSG00000005268	19116	Prlr	4.320	4.529	4.111	0.6661
ENSMUSG00000035283	11554	Adrb1	4.279	4.215	4.342	0.8430
ENSMUSG00000031340	14404	Gabre	4.274	3.804	4.744	0.4340
ENSMUSG00000023964	12311	Calcr	4.269	3.855	4.683	0.2711
ENSMUSG00000003974	108069	Grm3	4.253	4.075	4.432	0.3367
ENSMUSG00000031932	14608	Gpr83	4.221	4.218	4.224	0.9961
ENSMUSG00000039106	15563	Htr5a	4.201	4.320	4.083	0.6466
ENSMUSG00000050164	207911	Mchr1	4.172	4.207	4.138	0.9424
ENSMUSG00000024211	14823	Grm8	4.111	3.976	4.246	0.6594
ENSMUSG00000020090	237362	Npffr1	3.945	3.991	3.900	0.9638
ENSMUSG00000050511	18386	Oprd1	3.848	3.765	3.931	0.8311
ENSMUSG00000025905	18387	Oprk1	3.792	3.643	3.941	0.6070
ENSMUSG00000063239	268934	Grm4	3.670	3.609	3.730	0.9026
ENSMUSG00000055737	14600	Ghr	3.668	3.835	3.502	0.6263
ENSMUSG00000027568	18216	Ntsr1	3.345	3.147	3.543	0.6070
ENSMUSG00000045613	243764	Chrm2	3.150	3.062	3.238	0.8905
ENSMUSG00000035773	114229	Kiss1r	3.141	3.158	3.124	0.9873
ENSMUSG00000050824	20609	Sstr5	3.001	3.098	2.904	0.8421
ENSMUSG00000047259	17202	Mc4r	2.493	2.699	2.287	0.6532
ENSMUSG00000021055	13983	Esr2	2.343	1.861	2.826	0.1881
ENSMUSG00000045875	11549	Adra1a	2.275	2.480	2.070	0.7479
ENSMUSG00000003476	12922	Crhr2	1.862	1.733	1.991	0.8395

Transcripts are listed in descending order based on total mean expression (average log CPM for E_2_ and GDX mice). *p <*0.05 signifies significant differential expression between E_2_ and OVX conditions, denoted in bold type.

### 3.3 E_2_-mediated differential expression of MeA *Kiss1* cell gene transcripts

*Kiss1* gene expression in the MeA is known to be upregulated with E_2_ treatment whereas *Kiss1* levels in the MeA are very low or absent in gonadectomized mice lacking E_2_. Thus, we hypothesized that other gene transcripts in MeA *Kiss1* cells might also change expression levels in the presence/absence of E_2_. Of the approximately 13,800 transcripts identified in the current RNA-seq data, only 45 genes had significantly different expression levels following 5-day E_2_ treatment, in comparison to OVX mice lacking E_2_ (**Table 4**; **Figure 4**). 10 of these genes were more highly expressed in OVX females (**Figure 3**, orange dots; **Figure 4**), while the remaining 35 genes were more highly expressed in E_2_-treated females (**Figure 3**, green dots; **Figure 4**). **Table 4** provides a complete list of these differentially expressed genes, while **Figure 4** is a heat map representing the expression patterns of each differentially expressed transcript for each of the 3 IP samples per treatment. 

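With limma on the log2 CPM, 40 of the 13886 genes had an adjusted p under 0.05 between E_2_-treated and OVX females, and 1188 had an unadjusted p under 0.05. All 40 are among the 45 genes of Table 4, and the 45 genes had the same direction of difference as in Table 4. With voom on the rebuilt counts, the method that the paper states, all 45 were past the threshold. That fit was chosen after the data were examined. Among the 40 genes, the absolute log2 difference had a median of 0.70 and a range from 0.30 to 2.04, and the E_2_ and OVX libraries did not overlap for any of them. The fit without the mean-variance trend moved the count most, to 0 genes, with 1017 genes at an unadjusted p under 0.05. Single libraries also moved it: 21 genes were past the threshold without OVX replicate 1, 26 without E_2_ replicate 1, 20 without E_2_ replicate 2 and 66 without E_2_ replicate 3. Fits with 1 library left out have fewer libraries, which can raise p-values by itself. An adjusted p above the threshold in such a fit does not show that a difference rests on that library. The mean log2 CPM of the 6 forebrain excitatory genes was also added as a covariate, chosen after the data were examined. With it, 3 genes were past the threshold, *Ecel1*, *Oxtr* and *Peg10*. This mean differs between the groups, and it raised the SE (median ratio 1.51 for genes higher and 1.37 for genes lower with E_2_). In the median, 90.8% of the difference was left for genes higher and 64.6% for genes lower with E_2_.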

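Of the 40 genes, 32 were higher and 8 were lower with E_2_. The smallest adjusted p-values among genes higher with E_2_ belonged to *Ecel1*, *Rcn1*, *Oxtr*, and *Fgfr1*, *Kcnk1* and *Pak3* with equal ones. *Rcn1* (ENSMUSG00000005973, chromosome 2 from 105386291 to 105399319) had 5.87 ± 0.15 (SD, n = 3) in OVX and 6.87 ± 0.17 (SD, n = 3) in E_2_-treated females (difference 1.00, SE 0.09, adjusted p = 0.000397). *Kcnk1* (ENSMUSG00000033998, chromosome 8 from 125995170 to 126030685) had 5.51 ± 0.09 (SD, n = 3) and 6.18 ± 0.05 (SD, n = 3) (difference 0.67, SE 0.07, adjusted p = 0.000948). *Pak3* (ENSMUSG00000031284, chromosome X from 143518591 to 143797796) had 7.12 ± 0.01 (SD, n = 3) and 7.60 ± 0.01 (SD, n = 3) (difference 0.48, SE 0.05, adjusted p = 0.000948). All 3 were past the threshold with each library left out in turn. Among genes lower with E_2_, *Peg10*, *Esr1*, *Lmo3* and *Sv2b* had the smallest adjusted p-values, followed by *Cyp26b1*, *Epha4*, *Inka2* and *Kcng1* with equal ones. *Kcng1* (ENSMUSG00000074575, chromosome 2 from 168260117 to 168281736) had a difference of -0.45 (SE 0.08, adjusted p = 0.0469), with an adjusted p of 0.213 without OVX replicate 1, 0.105 without OVX replicate 3, 0.189 without E_2_ replicate 1 and 0.207 without E_2_ replicate 2. *Lmo3* (ENSMUSG00000030226, chromosome 6 from 138362918 to 138581968) had a difference of -0.34 (SE 0.06, adjusted p = 0.0311), which was not past the threshold without OVX replicate 1 (adjusted p = 0.180), OVX replicate 3 (0.058), E_2_ replicate 1 (0.145) or E_2_ replicate 2 (0.117). *Sv2b* (ENSMUSG00000053025, chromosome 7 from 75114894 to 75309262) had a difference of -0.32 (SE 0.06, adjusted p = 0.0392), which was past the threshold only without E_2_ replicate 3 (adjusted p = 0.0338) among the fits with 1 library left out, where the other values ran from 0.0524 without OVX replicate 2 to 0.235 without OVX replicate 1. With the mean log2 CPM of the 6 forebrain excitatory genes as a covariate, 67.2% of the difference of *Lmo3*, 62.1% of that of *Sv2b* and 54.0% of that of *Kcng1* was left. Without OVX replicate 1 and without E_2_ replicate 2, 1 gene was past the threshold in the lower direction, and without E_2_ replicate 3 it was 30 genes. *Tyro3* (difference -0.37, SE 0.07, adjusted p = 0.0551) and *Map4* (difference 0.29, SE 0.06, adjusted p = 0.0577) were just above the threshold, and each was past it without E_2_ replicate 3 (adjusted p = 0.0338 for *Tyro3* and 0.0292 for *Map4*), *Tyro3* also without OVX replicate 3 (adjusted p = 0.0211). ENSMUSG00000117338 (chromosome 17 from 27580780 to 27635222), a gene model whose 891 exonic bases all lie in exons of *Rps10* or *Nudt3*, had log2 CPM values of 3.00, 3.29 and 3.56 in OVX and of 1.86, -6.09 and -6.02 in E_2_-treated females, the last 2 standing for counts of 0. Its adjusted p was 0.117, and 1.35e-05 without E_2_ replicate 1.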

As expected, *Kiss1* is more highly expressed in E_2_-treated females in comparison to OVX females (**Table 4**, **Figure 4**). In addition to *Kiss1*, E_2_ treatment upregulated transcripts encoding Galanin (*Gal*) and oxytocin receptor (*Oxtr*) as well as those for fibroblast growth factor receptor 1 (*Fgfr1*) and prokineticin receptor 2 (*Prokr2*), two genes whose loss of function results in Kallmann syndrome (72, 73), and relaxin family peptide receptor 1 (*Rxfp1*), which is implicated in regulating sperm motility, pregnancy and birth (74, 75). 

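The authors' table lists *Kiss1* as 2 gene models on the plus strand of chromosome 1, of which the reference used here gives the name *Kiss1* to ENSMUSG00000116158 and the name Gm28040 to ENSMUSG00000115958. ENSMUSG00000115958 runs from 133309827 to 133329722 with 741 exonic bases, and ENSMUSG00000116158 from 133321875 to 133329901 with 779. They share 498 exonic bases, where reads cannot be assigned by position alone, and ENSMUSG00000115958 also shares 85 with *Golt1a* and ENSMUSG00000116158 shares 102. All 779 exonic bases of ENSMUSG00000116158 and 583 of ENSMUSG00000115958 lie in exons of ENSMUSG00000098306, which is not in the authors' table, nor is *Golt1a*. ENSMUSG00000115958 had a log2 CPM of 1.75 ± 0.59 (SD, n = 3) in OVX and 3.66 ± 0.19 (SD, n = 3) in E_2_-treated females, a difference of 1.91 (SE 0.26, adjusted p = 0.00475), or 3.54 CPM against 12.7 CPM. With each library left out in turn its difference stayed between 1.60 and 2.18 and its adjusted p between 0.00203 and 0.0430. ENSMUSG00000116158 had values of -5.82, -0.65 and 0.10 in OVX and of 2.97, 3.18 and 2.65 in E_2_-treated females, the lowest standing for a count of 0, and its difference of 5.05 (SE 1.09) had an adjusted p of 0.0942. It was past the threshold without OVX replicate 1 (difference 3.20, adjusted p = 0.00171), without OVX replicate 2 (5.79, 0.0373) and without OVX replicate 3 (6.17, 0.0315). With voom on the rebuilt counts of all libraries, the adjusted p of ENSMUSG00000116158 was 0.029. Summing the CPM of both models, an alternative chosen after the data were examined, gave 2.02 ± 0.30 (SD, n = 3) in OVX and 4.34 ± 0.22 (SD, n = 3) in E_2_-treated females, a difference of 2.32 (SE 0.19, adjusted p = 5.69e-05). For each model and for their sum, every E_2_ library was above every OVX library, and an exact permutation test counting both tails gave p = 0.1, the smallest p that 3 libraries against 3 allow.

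**Figure D1:**
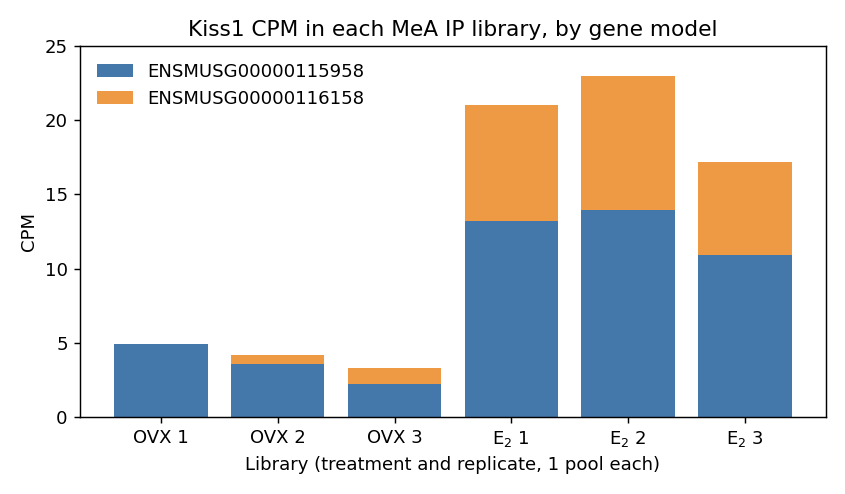
CPM of *Kiss1* in each MeA IP library, with OVX replicates 1 to 3 on the left and E_2_ replicates 1 to 3 on the right. Each bar is 1 library and stacks ENSMUSG00000115958 (blue) and ENSMUSG00000116158 (orange); the summed mean is 4.11 CPM in OVX and 20.4 CPM in E_2_-treated females.

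**Figure D2:**
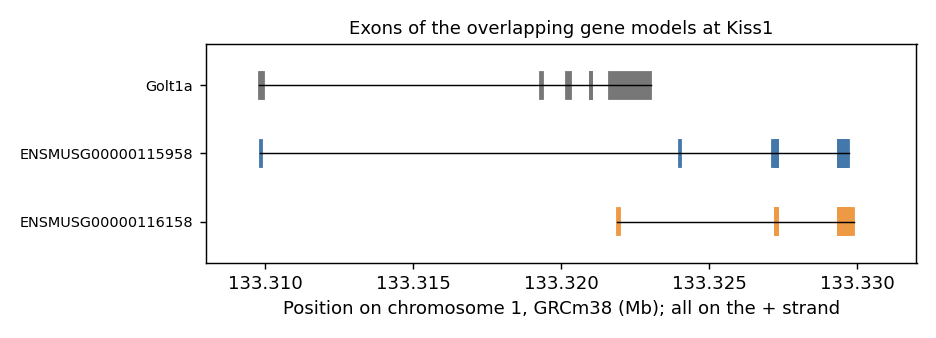
Exons of ENSMUSG00000115958, ENSMUSG00000116158 and the neighbouring *Golt1a* along chromosome 1 of GRCm38, in Mb. Boxes are exons and lines are introns; the 2 *Kiss1* models overlap in exons at their 3′ ends.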

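*Gal* (ENSMUSG00000024907, chromosome 19 from 3409915 to 3414544) had 0.90 ± 0.42 (SD, n = 3) in OVX and 2.95 ± 0.41 (SD, n = 3) in E_2_-treated females, a log2 difference of 2.04 (SE 0.29, adjusted p = 0.00609), and without E_2_ replicate 2 its adjusted p was 0.0705. *Oxtr* (ENSMUSG00000049112, chromosome 6 from 112473683 to 112489943) had 4.61 ± 0.09 (SD, n = 3) and 5.51 ± 0.12 (SD, n = 3), a difference of 0.90 (SE 0.09, adjusted p = 0.000833). The difference of *Fgfr1* (ENSMUSG00000031565, chromosome 8 from 25513654 to 25575718) was 0.70 (SE 0.08, adjusted p = 0.000948), from 6.96 ± 0.08 (SD, n = 3) to 7.66 ± 0.16 (SD, n = 3). *Oxtr* and *Fgfr1* were past the threshold with each library left out in turn. *Prokr2* (ENSMUSG00000050558, chromosome 2 from 132337733 to 132385447) rose by 0.99 (SE 0.17, adjusted p = 0.0211), and its adjusted p was 0.099 without OVX replicate 1, 0.086 without E_2_ replicate 1 and 0.144 without E_2_ replicate 2. *Rxfp1* (ENSMUSG00000034009, chromosome 3 from 79641611 to 79737880) rose by 0.69 (SE 0.10, adjusted p = 0.00917), and its adjusted p was 0.0705 without E_2_ replicate 2.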

*Scg2* and *Ecel1* (Endothelin Converting Enzyme Like 1) are important for neuropeptide release and are also higher in E_2_-treated than OVX females. 

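*Ecel1* (ENSMUSG00000026247, chromosome 1 from 87147655 to 87156521) had the smallest adjusted p of all genes, with 6.29 ± 0.15 (SD, n = 3) in OVX and 7.44 ± 0.17 (SD, n = 3) in E_2_-treated females (log2 difference 1.15, SE 0.09, adjusted p = 7.99e-05). It was past the threshold with each library left out in turn. *Scg2* (ENSMUSG00000050711, chromosome 1 from 79434669 to 79440120) had 10.33 ± 0.15 (SD, n = 3) and 10.82 ± 0.22 (SD, n = 3), a difference of 0.49 (SE 0.10) whose adjusted p was 0.0608. Its adjusted p was 0.0405 without OVX replicate 3, 0.00458 without E_2_ replicate 3 and between 0.124 and 0.326 without any 1 of the other libraries. With voom on the rebuilt counts of all libraries, the adjusted p of *Scg2* was 0.0453.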

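The log2 difference of *Npy2r* (ENSMUSG00000028004, chromosome 3 from 82538383 to 82548084) was 0.70 (SE 0.08, adjusted p = 0.00133), from 5.72 ± 0.17 (SD, n = 3) in OVX to 6.41 ± 0.02 (SD, n = 3) in E_2_-treated females. *Asic2* (ENSMUSG00000020704, chromosome 11 from 80880169 to 81968457) differed by 0.47 (SE 0.07, adjusted p = 0.00562), and both were past the threshold with each library left out in turn. *Irs2* (ENSMUSG00000038894, chromosome 8 from 10984681 to 11008458) differed by 0.40 (SE 0.07, adjusted p = 0.0284). Its adjusted p was 0.101 without OVX replicate 1, 0.0562 without OVX replicate 2, 0.0811 without OVX replicate 3 and 0.136 without E_2_ replicate 1. *Tcerg1l* (ENSMUSG00000091002, chromosome 7 from 138208974 to 138397730) differed by 0.85 (SE 0.14, adjusted p = 0.0189), with an adjusted p of 0.082 without OVX replicate 1, 0.0591 without OVX replicate 3, 0.0779 without E_2_ replicate 1 and 0.124 without E_2_ replicate 2. *Robo3* (ENSMUSG00000032128, chromosome 9 from 37415669 to 37433246) had 1.14 ± 0.07 (SD, n = 3) in OVX and 2.66 ± 0.30 (SD, n = 3) in E_2_-treated females, a difference of 1.52 (SE 0.25, adjusted p = 0.0189), with an adjusted p of 0.102 without E_2_ replicate 1 and 0.0847 without E_2_ replicate 3. *Fam107a* (ENSMUSG00000021750, chromosome 14 from 8296274 to 8318023) differed by 0.46 (SE 0.09), and its adjusted p was 0.0558 with all libraries and 0.032 without OVX replicate 2. With voom on the rebuilt counts of all libraries, the adjusted p of *Fam107a* was 0.0495.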

E_2_ treatment also resulted in greater expression in several genes linked to obesity and/or diabetes (insulin receptor substrate 2, *Irs2* (76); Neuropeptide Y receptor 2, *Npy2r* (77); Transcription Elongation Regulator 1 Like, *Tcerg1l* (78)), nervous system development (roundabout guidance receptor 3: *Robo3* (79)), and cancer (acid sensing ion channel 2, *Asic2* (80); Family With Sequence Similarity 107 Member A, *FAM107A* (81)). 

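*Esr1* (ENSMUSG00000019768, chromosome 10 from 4611593 to 5005614) had 5.16 ± 0.20 (SD, n = 3) in OVX and 4.45 ± 0.14 (SD, n = 3) in E_2_-treated females, a log2 difference of -0.70 (SE 0.12, adjusted p = 0.0189). Its adjusted p was 0.101 without OVX replicate 1, 0.0827 without OVX replicate 3 and 0.101 without E_2_ replicate 2. With each library left out in turn, the difference of *Esr1* stayed between -0.82 and -0.63. *Peg10* (ENSMUSG00000092035, chromosome 6 from 4747306 to 4760517) had 7.14 ± 0.09 (SD, n = 3) and 6.55 ± 0.17 (SD, n = 3), a difference of -0.59 (SE 0.08, adjusted p = 0.00562) that was past the threshold with each library left out in turn. *Cyp26b1* (ENSMUSG00000063415, chromosome 6 from 84571414 to 84593908) had a difference of -0.65 (SE 0.12), *Epha4* (ENSMUSG00000026235, chromosome 1 from 77367185 to 77515088) of -0.50 (SE 0.10) and *Inka2* (ENSMUSG00000048458, chromosome 3 from 105704599 to 105720842) of -0.42 (SE 0.08), each with an adjusted p of 0.0469. Without OVX replicate 1, E_2_ replicate 1 and E_2_ replicate 2 in turn, the adjusted p of *Cyp26b1* was 0.209, 0.189 and 0.164, that of *Epha4* 0.211, 0.114 and 0.202, and that of *Inka2* 0.146, 0.189 and 0.210. Without OVX replicate 2 it was 0.0659 for *Cyp26b1* and 0.075 for *Inka2*, and without OVX replicate 3 it was 0.105 for *Epha4* and 0.129 for *Inka2*. Over these fits the difference ran from -0.76 to -0.52 for *Cyp26b1*, from -0.58 to -0.40 for *Epha4* and from -0.49 to -0.36 for *Inka2*. When the mean log2 CPM of the 6 forebrain excitatory genes was a covariate, 36.9% of the difference was left for *Cyp26b1*, 60.5% for *Epha4*, 83.2% for *Inka2*, 115% for *Esr1* and 138% for *Peg10*.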

Though more gene transcripts were upregulated by E_2_, several genes were downregulated by E_2_ including *Esr1*, Cytochrome P450 Family 26 Subfamily B Member 1 (*Cyp26b1;* steroid synthesis), EPH receptor A4 (*Epha4*; nervous system development), and two genes linked to cancer (Paternally Expressed Gene 10, *Peg10*; Inka Box Actin Regulator 2, *Inka2*). Interestingly, most of the gene transcripts produced by MeA *Kiss1* cells were not found to be significantly regulated by E_2_ in the present study (**Figure 3**, grey dots; **Figure 4**).

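From the number of transcripts without a difference, the paper considers it possible that the primary functions of MeA kisspeptin neurons do not depend on E_2_ status. The values are those of all RNA in each library, where genes of other cell types were also listed. *Mbp* had a mean log2 CPM of 9.68 and *Slc1a2* 9.87, against 2.70 for *Kiss1* (ENSMUSG00000115958). The counts of genes given next therefore do not give the response of the *Kiss1* neurons alone. The test left 13846 of the 13886 genes above the threshold. Of these, 13288 had an absolute log2 difference under 0.5 and 90 had one over 1, and for 12550 the 95% confidence interval lay within 1 of 0 on either side. The 40 genes past the threshold had a median absolute difference of 0.70. A margin of 1 therefore does not exclude differences of the size found for them. The median SE over all genes was 0.11, and it was under 0.5 for 97.6% of them. In data simulated with the same numbers of genes and libraries, the test found 78 of 100 genes changed by a log2 difference of 1 and 41 of 100 changed by 0.5, and 4.03% of its calls were unchanged genes. The 200 changed genes were drawn from those with a positive mean log2 CPM, and genes varied independently. More changed genes than the 40 called here also make the adjusted threshold easier to pass. The simulated shares may thus be too favourable for the real libraries.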

**Table 4:** The 45 gene transcripts in MeA *Kiss1* cells that are differentially expressed due to estrogen treatment (E_2_ vs OVX).

Gene transcripts stimulated by E_2_						
ENSEMBL ID	ENTREZ ID	Gene	Total mean expression	Mean E_2_ expression	Mean OVX expression	Adjusted *p* value
ENSMUSG00000053025	64176	Sv2b	8.8167	8.6590	8.9745	0.0287
ENSMUSG00000030226	109593	Lmo3	7.5022	7.3335	7.6709	0.0300
ENSMUSG00000027298	22174	Tyro3	7.0215	6.8356	7.2074	0.0489
ENSMUSG00000092035	170676	Peg10	6.8429	6.5499	7.1360	0.0055
ENSMUSG00000026235	13838	Epha4	6.5564	6.3050	6.8078	0.0479
ENSMUSG00000074575	241794	Kcng1	6.4170	6.1943	6.6397	0.0479
ENSMUSG00000048458	109050	Inka2	5.9357	5.7267	6.1448	0.0453
ENSMUSG00000063415	232174	Cyp26b1	5.2068	4.8840	5.5295	0.0479
ENSMUSG00000019768	13982	Esr1	4.8071	4.4547	5.1595	0.0264
ENSMUSG00000117338	NA	NA	-0.0650	-3.4145	3.2846	0.0264
Gene transcripts stimulated by E_2_						
ENSEMBL ID	ENTREZ ID	Gene	Total mean expression	Mean E_2_ expression	Mean OVX expression	Adjusted *p* value
ENSMUSG00000050711	20254	Scg2	10.5768	10.8226	10.3311	0.0453
ENSMUSG00000032479	17758	Map4	8.9269	9.0713	8.7826	0.0453
ENSMUSG00000051726	382571	Kcnf1	8.1442	8.4029	7.8854	0.0012
ENSMUSG00000030854	19259	Ptpn5	7.9270	8.0982	7.7558	0.0251
ENSMUSG00000048978	22360	Nrsn1	7.5657	7.7171	7.4143	0.0287
ENSMUSG00000031284	18481	Pak3	7.3621	7.6020	7.1222	0.0010
ENSMUSG00000031565	14182	Fgfr1	7.3110	7.6590	6.9631	0.0010
ENSMUSG00000069917	110257	Hba-a2	7.3024	7.8218	6.7830	0.0441
ENSMUSG00000026247	13599	Ecel1	6.8612	7.4367	6.2858	0.0001
ENSMUSG00000020704	11418	Asic2	6.8365	7.0710	6.6021	0.0069
ENSMUSG00000021750	268709	Fam107a	6.7427	6.9725	6.5128	0.0495
ENSMUSG00000058897	77018	Col25a1	6.6862	7.0609	6.3116	0.0016
ENSMUSG00000117310	19243	Ptp4a1	6.5580	6.7396	6.3763	0.0471
ENSMUSG00000038894	384783	Irs2	6.5400	6.7415	6.3385	0.0300
ENSMUSG00000005973	19672	Rcn1	6.3696	6.8672	5.8720	0.0005
ENSMUSG00000028004	18167	Npy2r	6.0658	6.4133	5.7183	0.0012
ENSMUSG00000033998	16525	Kcnk1	5.8471	6.1833	5.5108	0.0010
ENSMUSG00000069919	15122	Hba-a1	5.8082	6.3147	5.3017	0.0158
ENSMUSG00000000489	18591	Pdgfb	5.5636	5.8579	5.2693	0.0054
ENSMUSG00000046593	320500	Tmem215	5.3082	5.6580	4.9585	0.0145
ENSMUSG00000049112	18430	Oxtr	5.0597	5.5075	4.6119	0.0010
ENSMUSG00000001435	12822	Col18a1	4.7290	5.0547	4.4034	0.0251
ENSMUSG00000034009	381489	Rxfp1	4.6916	5.0350	4.3482	0.0141
ENSMUSG00000067578	228942	Cbln4	4.6206	4.9293	4.3119	0.0479
ENSMUSG00000041468	14738	Gpr12	4.4888	4.8635	4.1142	0.0086
ENSMUSG00000091002	70571	Tcerg1l	3.9913	4.4188	3.5638	0.0264
ENSMUSG00000034640	99929	Tiparp	3.9528	4.3166	3.5890	0.0264
ENSMUSG00000050558	246313	Prokr2	3.7293	4.2241	3.2344	0.0264
ENSMUSG00000001506	12842	Col1a1	3.6909	4.2814	3.1005	0.0453
ENSMUSG00000049892	19416	Rasd1	3.3141	3.8900	2.7381	0.0075
ENSMUSG00000057604	30937	Lmcd1	3.2783	3.7636	2.7929	0.0264
ENSMUSG00000019232	71760	Etnppl	3.1841	3.6521	2.7162	0.0479
ENSMUSG00000115958	280287	Kiss1	2.7010	3.6561	1.7460	0.0049
ENSMUSG00000024907	14419	Gal	1.9249	2.9468	0.9030	0.0207
ENSMUSG00000032128	19649	Robo3	1.8956	2.6552	1.1360	0.0366

Adjusted p-value was set at 0.05. Gene transcripts are separated by those that are inhibited or stimulated by E_2_ and within each treatment, presented in descending order, beginning with the transcripts that have the highest Total Mean Expression (average expression of all E_2_ and OVX samples).

**Figure 4:**
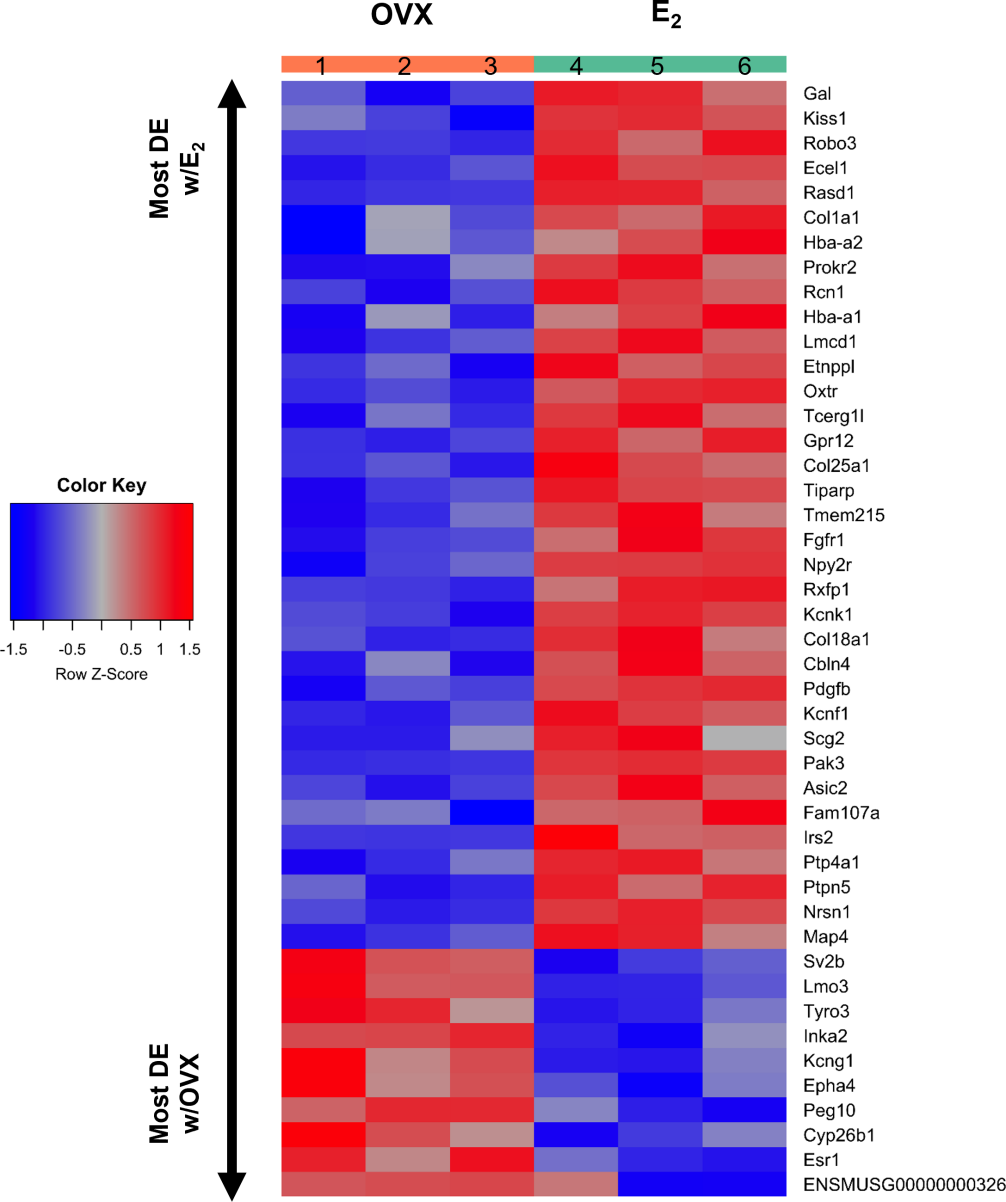
A heatmap of the 45 differentially expressed gene transcripts in MeA *Kiss1* cells. Treatment conditions and pooled sample numbers are indicated at the top. Row Z-scores demonstrate the relationship between the expression level of that transcript in the sample in comparison to the total mean expression level of that transcript. Row Z-scores that are positive (red) indicate higher expression of a transcript in a sample, in comparison to the total mean expression of the transcript, whereas Row Z-scores that are negative (blue) represent lower expression of that transcript. 35 of the gene transcripts were upregulated by E_2_ treatment, whereas only 10 of the gene transcripts had greater expression levels in OVX females.

### 3.4 Biological KEGG pathways represented by gene transcripts present in MeA *Kiss1* cells

Biological pathway analysis, using KEGG pathways (68), was completed to identify potential functions of MeA *Kiss1* cells. Pathway analysis examines how sets of gene transcripts cluster together to affect various biological processes. The top biological KEGG pathways with the lowest false discovery rate (pGFdr) were identified (**Table 5**). These pathways involve signaling pathways, such as the MAPK signaling pathway, calcium signaling pathway, and neurotrophin signaling pathway. Other interesting pathways include pathways for amphetamine addiction and alcoholism, as well as those involved in regulating diseases, such as basal cell carcinoma and herpes simplex infection. There were no KEGG pathways identified that were significantly altered by E_2_ treatment.

**Table 5:** The top 10 biological KEGG pathways, regardless of estrogen status, represented by transcripts found in female MeA *Kiss1* cells.

Top 10 KEGG pathways (regardless of hormonal status)			
Pathway Name	KEGG ID	# of pathway genes expressed in MeA *Kiss1* cells	False discovery rate
Endocrine and other factor-regulated calcium reabsorption	4961	40	0.00040
Amphetamine addiction	5031	61	0.00040
Gastric acid secretion	4971	60	0.00061
Alcoholism	5034	109	0.00061
Focal adhesion	4510	185	0.00061
Glioma	5214	60	0.00061
ECM-receptor interaction	4512	72	0.00061
VEGF signaling pathway	4370	63	0.00065
Progesterone-mediated oocyte maturation	4914	75	0.00065
Prion diseases	5020	25	0.00065

The pathways shown are sorted based on the false discovery rate (pGFdr) beginning with the lowest false discovery rate.

### 3.5 Validation of RNA-seq gene expression findings using double-label ISH/IHC

The RNA-seq data suggested that MeA *Kiss1* cells express >13,800 gene transcripts, almost all of which have never been reported before for this specific *Kiss1* population. Therefore, in addition to validating our immuno-pulldown procedure *via* RT-PCR (**Figure 2**), we performed double-label ISH/IHC on brains from female Kiss^tdTom^ mice to confirm the co-expression of a gene identified in the RNA-seq dataset that was not previously known to be present in MeA *Kiss1* neurons (*Cartpt*; **Figure 5**, **Table 2**). We found that *Cartpt* mRNA was highly expressed in MeA brain slices, including very high overlap with MeA kisspeptin cells (tdTomato fluorescence; **Figure 5**). Quantitatively, virtually all *Kiss1* ^TdTomato^ cells (99%) in the MeA expressed *Cartpt* in this ISH/IHC assay.

**Figure 5:**
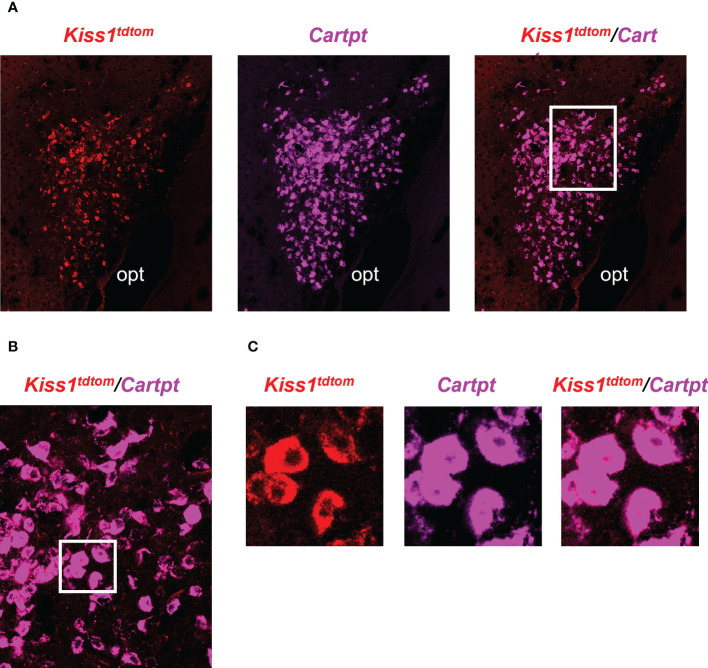
Double-label IHC/ISH of *Kiss1* ^TdTomato^ cells and *Cartpt* in the medial amygdala of an E_2_-treated female mouse. **(A)** A representative image of *Kiss1* ^TdTomato^ cells (red) and *Cartpt* (purple) of an E_2_-treated female mouse. **(B, C)** Higher magnification images of the area in the white box showing a high degree of *Cartpt* (purple) expression in *Kiss1* ^TdTomato^ cells (red). opt = optic tract.

## 4 Discussion

The MeA has been implicated in modulating numerous physiological and behavioral processes (32–44), including aspects of reproductive physiology. In females, lesions to the MeA disrupt ovarian cycles and prevent the E_2_-mediated LH surge, whereas acute electrical stimulation of the MeA stimulate LH release (34–37). However, the exact cellular and molecular mechanisms and specific cell types for these MeA effects on reproduction remain unknown. Kisspeptin is able to stimulate the reproductive axis, *via* direct action on GnRH neurons, but very little is known about the functions, reproductive or otherwise, of *Kiss1* neurons in the MeA, or how these neurons are regulated. Recent studies have begun to examine the detailed molecular profiles of AVPV and ARC *Kiss1* neurons, including identifying numerous gene transcripts in these populations that are regulated by E_2_ (25–27), but similar analyses have not been reported for other kisspeptin populations. In the current study, we use RNA-seq to examine the actively-translated transcripts of MeA *Kiss1* neurons to identify, for the first time, what neuropeptides, signaling factors, and receptors these neurons produce.

In this study, we used the Ribotag technique to selectively isolate actively-translated mRNAs in MeA *Kiss1* neurons. We first validated the success and specificity of this technique using RT-PCR. First, we found that both the Input (all cells in the MeA micropunch) and IP samples (only mRNAs from *Kiss1* cells) were positive for *Kiss1* mRNA from E_2_-treated females, as we would predict. Likewise, in OVX samples, *Kiss1* was detected in both Input and IP samples as expected, with lower mRNA levels (lighter bands) than for E_2_ samples given that MeA *Kiss1* expression is known to be stimulated by E_2_. The specificity of our technique was further confirmed by our samples from Cre- controls in which *Kiss1* was present in the Input samples, as expected because they contain mRNA from all MeA cells in the micropunch including *Kiss1* cells, but not in the IP samples. The lack of *Kiss1* (and *Cck*) in the Cre- IP samples indicates that our Ribotag immuno-pulldown technique was specific to isolating mRNA from just *Kiss1* cells in the micropunch. Our initial histological identification of *Cck* co-expression with *Kiss1*-TdTomato cells in the MeA (**Figure 1**) enabled us to use *Cck* as a positive control for MeA kisspeptin neurons in the RT-PCR validation step. Indeed, similar to *Kiss1*, we found that *Cck* mRNA was present in both Input and IP samples in E_2_-treated and OVX mice, with no *Cck* expression found in the IP samples of Cre- control mice, further supporting the specificity of the Ribotag technique. Knowing that *Avp* and *Kiss1* are present in different regions of the MeA, we examined our Input and IP samples for the presence/absence of *Avp* as a negative control for kisspeptin cell transcripts. Whereas Input samples contained *Avp* mRNA, indicating its presence in the MeA region, no *Avp* was detected in any IP samples as we would predict if *Avp* is not expressed in *Kiss1* cells. We also confirmed the co-expression of an RNAseq-identified gene in the Ribotag IP, *Cartpt*, in MeA kisspeptin neurons using histological assessment.

Our RNA-sequencing identified ~13,800 unique transcripts produced by MeA *Kiss1* neurons. Most of the genes with the highest expression were for general cell maintenance, neuronal signaling, or protein synthesis and regulation. These results were further supported by the data regarding biological pathway analysis (KEGG pathways), which showed that many of the gene transcripts produced by MeA *Kiss1* neurons are important for basic biological functions of neurons, such as the regulation of actin cytoskeleton, MAPK signaling pathway, and calcium signaling pathway, which are important processes for all cells, not just *Kiss1* cells. Of interest, 2 of the 5 addiction pathways, amphetamine addiction and alcoholism, were represented in the top KEGG pathways, potentially because of the heavy involvement of dopamine, dynorphin, and glutamate in these pathways. Interestingly, many of the KEGG pathways identified for MeA *Kiss1* cells were the same pathways identified for AVPV *Kiss1* cells (25), which may suggest that some of these functions may be generalized to many cells in the brain and/or suggestive of undiscovered shared functions of *Kiss1* neurons from several brain areas. We did not find any KEGG pathways that contained transcripts that were more represented in GDX or E_2_-treated mice. This result is not surprising given the low number of differentially expressed genes identified between the two hormone treatment groups, as discussed more below.

The mean expression analysis of gene transcripts in our dataset revealed >13,800 gene transcripts produced by MeA *Kiss1* neurons, of which almost all are newly identified for this specific cell population. We identified genes for several neuropeptides found in other *Kiss1* neuronal populations, such as *Vgf*, *Penk*, *Tac1*, *Pdyn*, *Pnoc*, and *Gal*, as well as several sex steroid receptors, *Ar*, *Pgr*, *Esr1*, and *Esr2*, though *Esr2* levels were much lower than the other sex steroid receptors. The actions and targets of the identified neuropeptides co-expressed in MeA *Kiss1* neurons remain unknown but may give clues into understanding the potential functions of these neurons. Interestingly, many of the identified neuropeptide genes, including the ones listed above, are also expressed in AVPV *Kiss1* neurons (25, 27), and *Kiss1* is upregulated by E_2_ in both the MeA and AVPV (13–15, 17, 18), which may indicate AVPV and MeA *Kiss1* cells share some similar functions. The presence of *Ar* in MeA *Kiss1* neurons is interesting because previous studies demonstrated that T or E_2_, but not DHT, can increase MeA *Kiss1* expression (17). However, the MeA is a sexually dimorphic brain structure, both in anatomy and genes expressed (82–84), and this is hypothesized to be produced in part by androgen signaling. Thus, it may not be surprising that MeA *Kiss1* cells (which have some sexually dimorphic qualities), express *Ar*, even if *Kiss1* expression itself is not altered by AR signaling. 

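*Cyp19a1* (ENSMUSG00000032274, chromosome 9 from 54165937 to 54268110) is listed in the authors' table with a mean log2 CPM of 0.83 and a range from 0.06 to 1.84 over the 6 libraries, at rank 13056 of 13886. It had 0.99 ± 0.90 (SD, n = 3) in OVX and 0.68 ± 0.46 (SD, n = 3) in E_2_-treated females, a log2 difference of -0.31 (SE 0.46, adjusted p = 0.915). This level is near the lower limit of the listed genes and does not show which cells the RNA came from.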

Interestingly, we found that *Cyp19a1*, the gene encoding for aromatase, is not expressed in MeA *Kiss1* cells, based on our current RNA-seq dataset, suggesting that the conversion of androgens to estrogens is occurring elsewhere. It is also possible that other gene transcripts in MeA *Kiss1* neurons are regulated by AR signaling, even if the *Kiss1* gene is not. Whether or not progesterone alters MeA *Kiss1* expression remains unknown, but the importance of *Pgr* in these neurons could be interesting considering *Pgr* in *Kiss1* cells is required for normal female fertility (52). Future research could evaluate whether *Pgr* specifically in MeA *Kiss1* cells influences fertility. GABA signaling through GABA_B_R is another proposed modulator of MeA *Kiss1* expression (19), and previous ISH assays demonstrated that MeA *Kiss1* neurons express GABA_B_R mRNA (19, 20). Our present RNA-seq data support this finding as transcripts for both *Gababr1* and *Gababr2* subunits were highly expressed. Importantly, the expression of receptor transcripts by MeA *Kiss1* cells does not automatically mean that the *Kiss1* gene itself is regulated *via* activation of these receptors, as the receptor signaling may influence other genes or processes in these cells.

Surprisingly, only 45 of the 13,000+ gene transcripts produced by MeA *Kiss1* neurons were found to be significantly regulated by E_2_ status, with a majority of these differentially expressed transcripts increasing with E_2_ treatment. This contrasts with AVPV *Kiss1* cells in which 683 transcripts were altered by similar E_2_ treatment (25). Regardless, it is possible that some of these E_2_-senesitive transcripts in MeA *Kiss1* neurons are involved in E_2_-regulated behavior and physiology, and future research can examine the roles of transcripts like *Gal* and *Oxtr* specifically in MeA *Kiss1* neurons in such processes. It is unknown at present if E_2_’s effects on these 45 differentially expressed genes are due to E_2_ action directly or indirectly on MeA kisspeptin cells or *via* which ER subtype the effects are mediated. Supporting the possibility of some direct E_2_ regulation, our RNA-seq dataset indicated that MeA *Kiss1* cells express *Esr1* and, to a lesser degree, *Esr2*. However, some of the differential expression of gene transcripts may be due to indirect actions of E_2_ on other afferent cells that communicate with MeA kisspeptin neurons. Because so many transcripts were not differentially expressed with E_2_ treatment, it is possible that these MeA kisspeptin neurons have primary functions that are not dependent on E_2_ status. Future research might focus on the genes that were most highly expressed in these neurons (**Tables 1**–**3**) regardless of hormone status.

Recent studies by our group and Göcz and colleagues (2022) and have begun to examine the gene transcripts made by kisspeptin neurons in the murine AVPV (25) and ARC (26), respectively, and evaluated the role of E_2_ in regulating these gene transcripts (see **Table 6** for a summary and comparison of these studies). In ARC kisspeptin neurons, 2,329 genes were found to be regulated by E_2_, with about an equal number of genes being upregulated vs downregulated by E_2_ (26). When these samples were analyzed differently with low-expressing genes removed, there were still 1,583 genes expressed by ARC kisspeptin neurons that were significantly altered by E_2_ treatment (27). In contrast to the ARC, kisspeptin neurons in the AVPV of the same mice only had 222 genes that were E_2_ regulated, with 142 of those genes being upregulated by E_2_ (27). Thus, more gene transcripts produced by ARC kisspeptin neurons appear to be responsive to E_2_ than in AVPV kisspeptin neurons. Our group previously examined gene transcripts made by female AVPV kisspeptin neurons using a different mouse model, E_2_ treatment paradigm, and RNA isolation techniques than used by Göcz and colleagues. In that prior study, we found a higher number of gene transcripts in AVPV kisspeptin neurons, 683 transcripts, that were regulated by E_2_ (25). It is possible the differences in isolation techniques (isolation from the ribosomes vs isolation from the entire kisspeptin neuron), E_2_ hormone treatment paradigms, or the parameters used to exclude low-expressing genes (summarized in **Table 6**) resulted in the different number of E_2_-regualted transcripts between these two AVPV studies. Despite these methodological differences, in both studies of AVPV kisspeptin neurons, more gene transcripts were upregulated by E_2_ than downregulated by E_2_, and over 50 of these gene transcripts that were E_2_ regulated were identified in both studies (25, 27). In the current study, we used the same mice and methodology as our prior AVPV study (25), and found that only 45 of >13,800 gene transcripts of MeA kisspeptin neurons were regulated by E_2_, with *Kiss1* being one of them. Thus, our present data suggest that, in comparison to AVPV and ARC cells, most gene transcripts produced by MeA kisspeptin neurons are not sensitive to E_2_ and may be more strongly regulated by other signaling factors. Additional research is still needed to understand how MeA kisspeptin neurons are regulated, and the present RNA-seq dataset provides a starting point for such future research.

**Table 6:** A comparison of RNA-seq studies from the MeA, AVPV, and ARC kisspeptin neuron populations.

Mouse model	MeA	AVPV		ARC		
	Current Study	Stephens et al., 2021: Endocrinology	Göcz et al., 2022: Frontiers	Göcz et al., 2022: Frontiers		Göcz et al., 2022: PNAS
	KissCre (Elias) x Ribotag mouse (HA tag on *Rpl22* gene)		KissCre (Colledge) x ZsGreen mouse			
Hormone Treatment	All mice: OVX + 4 days E_2_ Silastic capsule (pre-treatment), E_2_ capsule removal & 1 wk washout; Treatment at collection: E_2_ mice receive another E_2_ Silastic capsule (5 days), OVX mice receive no capsule.		All mice: OVX for 9 days; Treatment at collection: 4 days Silastic E_2_ capsule or OVX (sac day 13)			
Brain dissection	Micropunch of MeA or AVPV regions		laser capture microdissection of kisspeptin cells			
RNA isolation	immunoprecipitation using HA+ antibody^54^; only isolates RNA from ribosomes in *Kiss1* neurons		RNA extraction from entire kisspeptin neuron			
Samples	4 mice pooled/sample; total of 3-4 pooled samples/hormone treatment		300 kisspeptin cells/mouse, not pooled			
Library	Illumina mRNA unstranded library		TrueSeq Stranded Total RNA Library Preparation Gold kit (Illumina)			
RNA seq	Illumina HiSeq4000		Illumina NextSeq500/550 High Output kit v2.5			
Removal of low-expressing genes	CPM > 1 (comparative analysis); adjusted p-value		Basemean > 20 (comparative analysis); adjusted p-value		adjusted p-value	
Total transcripts identified	~13,800	~13,300	10623	not stated	not stated	
# total genes regulated by E^2^	45	683*	222*	1583	2329	
# genes up-regulated by E^2^	35	484	142	not stated	1190	
# genes down-regulated by E^2^	10	199	80	not stated	1139	
KEGG pathways significantly altered by E2	0	3	not stated	not stated	83	

The mouse model, methodology, analysis, and results are compared between the current study and previous work looking in transcriptomics of kisspeptin neuron populations in female mice. *indicates over 50 of the same genes regulated by E2 were found in both AVPV studies.

The current RNA-seq data greatly expands upon the limited information regarding what signaling factors and receptors are produced by MeA *Kiss1* neurons. We wanted to further validate our findings by performing an IHC/ISH for on a gene (*Cartpt*) identified for the first time by our RNAseq to be present in MeA kisspeptin neurons. This histological assay determined that virtually all of kisspeptin cells in the MeA region express *Cartpt*, supporting the very high expression levels of *Cartpt* in the RNA-seq dataset. At present, it is technically difficult to detect sufficient *Kiss1* mRNA in the MeA using RNAscope methodology owing to lower levels of *Kiss1* mRNA expressed per cell in this brain region than in the hypothalamus. One limitation in the current study is that the identification of MeA kisspeptin cells was achieved using a fluorescent reporter (TdTomato), instead of looking at actual *Kiss1* mRNA expression. When more sensitive methodology becomes available, future research should examine MeA *Kiss1* co-expression with other transcripts of interest identified in this RNA-seq dataset, to both confirm and better understand the co-expression of neuropeptides/receptors/enzymes and active *Kiss1* expression.

In summary, the current dataset is the first large-scale examination of the identities of neuropeptides, receptors, and neurotransmitter-related genes produced by MeA *Kiss1* cells. Other than being regulated by E_2_ and GABA, how *Kiss1* in the MeA is regulated remains completely unknown. The current study identified additional receptor transcripts made by these kisspeptin neurons, which could drive future research directions on the regulation of these neurons and the *Kiss1* gene itself. We also identified many neuropeptides and signaling factors not previously known to be produced by MeA *Kiss1* neurons, some of which are implicated in MeA-influenced processes like reproduction and metabolism, along with transcripts important for basic cell maintenance and survival. Interestingly, while > 13,800 transcripts are made in these cells, only 45 transcripts were significantly regulated by E_2_. Whether and how this focused E_2_ regulation is related to these neurons’ functional roles remains to be determined. Very little is known about *Kiss1* cells in the MeA and the current dataset therefore provides a valuable starting point for future research to examine the regulation and function of *Kiss1* neurons in the MeA.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus data repository, accession number GSE224788.

## Ethics statement

The animal study was reviewed and approved by IACUC committees at Albany Medical College and the University of California, San Diego.

## Author contributions

The author contributions are as follows: experimental design (KMH, ASK, SBZS), data collection (KMH, LC, SBZS), data analysis (KMH, LC, ASK, SBZS), manuscript preparation and review (KMH, LC, ASK, SBZS). All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

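RNA-seq was performed on the MeA IP samples of Kiss Ribo female mice, which carry HA-tagged ribosomes in *Kiss1* cells. The samples used were 3 libraries from OVX females and 3 from OVX females treated with E_2_ for 5 days, and each library came from 1 pool of 4 mice. All females were ovariectomized at 8 weeks of age, pre-treated with E_2_ for 4 days and given 7 days without E_2_ before the treatment. Replicate numbers are those of the libraries' labels and were not taken to pair an OVX with an E_2_ library, since deviations from the group means did not go together in libraries with the same number (correlations across genes of -0.02, -0.12 and -0.08).

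The values per library were the authors' log2 CPM, which the authors made by trimming, alignment with STAR and quantification with RSEM on GRCm38 with Ensembl release 98, limiting the genes to protein-coding ones, and applying TMM scaling and voom. The paper states that genes with a mean CPM over 1 in at least 1 treatment group were kept, and in the deposited log2 values every gene had a CPM above 1 in at least 3 libraries. The authors' deposited table of comparisons was made by the authors with limma and voom, and it holds a log2 fold change as OVX minus E_2_, a moderated statistic (a score), a p-value and a p-value adjusted by the Benjamini-Hochberg method. It was used to compare calls, log2 fold changes and adjusted p-values with those computed here. Counts were rebuilt from the log2 CPM by taking the lowest value of each library as a count of 0, to which voom adds 0.5, and the rebuilt counts had at most 2 decimals (within 0.001) in each library, as RSEM gives. They cover the counting error of reads without molecular identifiers only through the spread between libraries, and no interval was computed from them.

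The test fixed before the data were examined was limma with voom weights, on condition that at least 20 genes shared the lowest value in each library, and otherwise limma on the log2 CPM with a mean-variance trend. The lowest value was shared by 12, 8 and 3 genes in OVX replicates 1, 2 and 3 and by 2, 6 and 5 genes in E_2_ replicates 1, 2 and 3, so the second form was the main test. It was run with limma 3.58.1 in R 4.3.3 on the 13886 genes and 6 libraries, with treatment as the only term, 2-sided p-values, Benjamini-Hochberg adjustment over all genes and an adjusted p under 0.05 as the threshold. The prior degrees of freedom were 9.55. The sets of ligand genes (Table 2) and receptor genes (Table 3) and the lists of marker genes were tested with fry and with camera in limma. fry used the prior without the trend, and its p-values were adjusted over the 2 table sets or over the marker lists. *Kiss1* was also tested by an exact permutation of the 3 against 3 libraries. The pipeline was tested on simulated data of the same size, in which a list of 10 genes raised by 0.5 gave a fry p of 0.000299 by rotation and 1 of 20 unchanged lists had a p under 0.05.

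The scaled library sizes were 28.1M to 34.2M in OVX and 30.3M to 34.0M in E_2_ libraries. With 3 libraries per group an exact permutation test cannot give a p below 0.1, and the median SE of a log2 difference was 0.11.

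The genes named are those that the Results name or the Discussion names as absent, those of Tables 1 to 4 whose call differs here, the 5 with the smallest adjusted p in each direction and those with equal ones, up to 10 called genes that Table 4 lacks, of which there were 0, and members of a marker list with a log2 gap above 2 between the highest and the next library, which was *Gh*. The values in the paper's tables had been seen when this rule was set. Other genes named in the closing section, among them *Cep85*, *Prl*, *Hba-a1*, *Hba-a2*, *Ttr* and *Mbp*, were chosen after their values were seen. Some of the genes that this rule names are not reported here, and the test of ranks per kilobase was limited, after its result was seen, to genes that are reported. Gene positions, transcript lengths and shared exonic bases came from GENCODE mouse release 21 (GRCm38), the same assembly as the authors' but another release, and 13 of the 13886 genes had no position. The 15 marker lists, set before the data were examined, were neuron, astrocyte, oligodendrocyte, microglia, endothelial and mural, fibroblast and meninges, choroid plexus, erythroid, anterior pituitary, forebrain excitatory neuron outside the MeA, striatal neuron, hypothalamic neuropeptide, immediate early, Y chromosome and X inactivation. The hypothalamic list had 1 gene in the table (*Crh*, mean log2 CPM 1.10) and the Y chromosome and X inactivation lists had 0, so these lists were not tested as sets.

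The alternatives set before the data were examined were a fit with neither weights nor trend, sample quality weights with voom, median centring, quantile normalization, a CPM over 1 in all 3 libraries of a group, a mean log2 CPM of at least 1, log2 of CPM plus 1 or plus 0.1, robust empirical Bayes, a replicate block, each library left out in turn, an adjusted p under 0.10, and for ranks and counts the linear mean, the transcript length and other CPM limits. Sample quality weights need counts and were run with voom on the rebuilt counts, so this alternative differs from the main test in 2 choices. Added after the data were examined were voom on the rebuilt counts, the mean log2 CPM of the forebrain excitatory list as a covariate, and the summed CPM of the *Kiss1* gene models. A trend without voom weights had been planned as an alternative and became the main test. Reads were not analysed here, nor were the Input samples, the Cre- controls, the ISH/IHC and RT-PCR assays, the LH values and the KEGG pathways.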

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

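The tests of explanations in this part were chosen after the results they measure were seen, and the fry and camera tests of the marker lists were set before the data were examined.

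The paper reports *Kiss1* by 1 gene model, and the second model in the same table, ENSMUSG00000116158, had a mean log2 CPM of 2.93 in E_2_-treated females, a signal in a gene model that the paper does not discuss. It held 0.36%, 15.3% and 33.0% of the *Kiss1* CPM in OVX replicates 1, 2 and 3 and 37.3%, 39.3% and 36.5% in E_2_ replicates 1, 2 and 3. A candidate technical explanation is that the authors' quantification divided the reads of 1 set of transcripts between the models, which share 498 exonic bases (67.2% of ENSMUSG00000115958 and 63.9% of ENSMUSG00000116158). All 779 exonic bases of ENSMUSG00000116158 also lie in exons of ENSMUSG00000098306, a gene model that is not in the authors' table, so it has no exonic base of its own in the reference. If reads were divided, the sum of both models would spread less between libraries of a group than either model. Its within-group SD was 59.9% of that of ENSMUSG00000115958, a difference that 3 libraries per group are too few to separate from chance. It was 11.4% of that of ENSMUSG00000116158, whose spread comes mostly from OVX replicate 1 at a count of 0, so this ratio was not used to decide. A change of the *Kiss1* transcripts made with E_2_ was not tested and stays open beside it, and the 2 explanations cannot be told apart in values per gene. The direction does not rest on this, since both models and their sum were higher in 3 of 3 E_2_ libraries than in every OVX library.

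The libraries were made from RNA bound to HA-tagged ribosomes of *Kiss1* neurons, and genes of the oligodendrocyte and choroid plexus lists, which the paper's tables do not hold, were among the listed genes. The 9 genes of the oligodendrocyte list had a median log2 CPM of 6.40, with *Mbp* at 9.68, and *Ttr*, an abundant gene of the choroid plexus, had a mean of 9.39. *Kiss1* itself (ENSMUSG00000115958) had a mean of 2.70 and the neuron list a median of 9.19. A candidate technical explanation is RNA of cells other than *Kiss1* neurons in the immunoprecipitated RNA, by which nearly all members of such lists would be in the table, the abundant ones far above *Kiss1*. Of the 27 genes of the oligodendrocyte, microglia and choroid plexus lists, 27 were in the table and 21 were above *Kiss1*, with 3 of 9 for the choroid plexus, and the most abundant microglia gene was *Csf1r* at 5.64. Other lists were less complete, with 8 of 9 genes of fibroblast and meninges, 4 of 7 of erythroid and 3 of 9 of anterior pituitary in the table, against 11 of 11 of astrocyte (*Slc1a2* at 9.87) and 9 of 9 of endothelial and mural, all of which were also above *Kiss1*. The count over the 27 genes does not decide, since 80% of the members above *Kiss1* had been the first criterion, a later one was set after the values were seen, and *Mbp* and *Ttr* had prompted the test. None of the 27 genes is in the paper's tables, and other cells in or next to the MeA micro-punches may be the source. The values do not give the share of such RNA, since no Input or Cre- library was analysed here. Whole lists give more: 9 of 9 oligodendrocyte, 9 of 9 microglia, 11 of 11 astrocyte and 9 of 9 endothelial and mural genes were above *Kiss1*. As lists of markers of other cells, these 4 argue against *Kiss1* neurons as their only source. The choroid plexus list, with 3 of 9, is not covered by this. Expression of single genes of the lists in the *Kiss1* neurons was not tested and stays open. Between treatments no difference of these lists was past the threshold with fry (adjusted p = 0.853 for oligodendrocyte and microglia and 0.688 for choroid plexus, by rotation rather than exact permutation). For the choroid plexus list, with 0 of 9 genes higher with E_2_ and a median difference of -0.61, the preset correlation of camera gave an adjusted p of 0.000938 and the estimated one 0.724, and 2 of its genes were past the threshold when adjusted over the list alone.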

How the results depend on the processing

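Voom on rebuilt counts, the excitatory score as a covariate and the summed *Kiss1* models were chosen after the data were examined, and the other alternatives before.

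The count of 40 differentially expressed genes (32 higher and 8 lower with E_2_) stayed within 1.5 times under sample quality weights (37), median centring (42), quantile normalization (41), the filters (42 and 46), the pseudocounts (46 and 44), robust empirical Bayes (46) and voom on rebuilt counts (46). The fit with neither weights nor trend gave 0 genes in each direction, with 1017 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.175, and the other fits of limma gave between 3 and 66. Its prior degrees of freedom were 1.97 against 9.55 with the trend. The number lower with E_2_ was 5 with sample quality weights and 5 of 35 with the replicate block, in which 29 of the 40 genes remained. With the excitatory score as a covariate, 3 of the 40 remained (2 higher and 1 lower), and the score also raised the SE (median ratio 1.51 for genes higher and 1.37 for genes lower), since it differs between the groups. At an adjusted p under 0.10 there were 61 genes, 15 of them lower.

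With 1 library left out the count ran from 20 to 66, from 19 to 43 for genes higher and from 1 to 30 for genes lower with E_2_. It was 21 without OVX replicate 1, 26 without E_2_ replicate 1 and 20 without E_2_ replicate 2, of which 20, 21 and 18 were among the 40, and 66 without E_2_ replicate 3, of which 35 were. Genes higher made up 80% of the calls, 95.2% without OVX replicate 1, 95% without E_2_ replicate 2 and 54.5% without E_2_ replicate 3. The share of genes lower with E_2_ thus changed with the library left out, in fits that also have fewer libraries. None of the 40 genes changed direction under any alternative run. Of the 31 genes named at the comparison of treatments, 18 to 26 kept their side of the threshold with 1 library left out, 23 with the replicate block, 6 with neither weights nor trend and 9 with the excitatory score, and 24 to 30 under the other alternatives.

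*Kiss1* (ENSMUSG00000115958) was higher with E_2_ in every fit. Its difference was not past the threshold with neither weights nor trend (1.91, adjusted p = 0.329) or with the excitatory score (2.32, adjusted p = 0.0725), and the adjusted p of all alternatives ran from 5.69e-05, for the summed models, to 0.329. ENSMUSG00000116158, not past the threshold in the main test, was past it with sample quality weights (4.98), quantile normalization (4.47), CPM plus 1 (2.53), CPM plus 0.1 (4.14), the replicate block (5.05) and voom on rebuilt counts (5.06), and with each OVX library left out, over a range of 3.20 to 6.17 with 1 library left out. Its adjusted p ran from 0.000511 to 0.997, and the cause was not tested. With the filter on mean log2 CPM, ENSMUSG00000116158 and ENSMUSG00000117338 were left out and have no value.

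No marker list was past an adjusted p of 0.05 with fry, with the replicate block or with any library left out, and 5 were with the preset correlation of camera. The ligand set was past it with the preset correlation (p = 0.00343 by camera, adjusted p = 0.00686) and without E_2_ replicate 3 (adjusted p = 0.0443), with p from 0.0222 to 0.355 and adjusted p from 0.0443 to 0.648 over the libraries left out, where the rotations of fry are not exact permutations. The receptor set was higher by fry and lower by camera (p = 0.953 preset and 0.942 estimated, neither an exact test), and was past the threshold without OVX replicate 3 (adjusted p = 0.0342), with p from 0.0171 to 0.730 over the libraries left out. The cause was not tested for either set.

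Of the 75 highest genes, 48 were among the highest 75 per kilobase of transcript, where long transcripts lose rank by construction, and 73 to 75 under the other alternatives. The number of genes listed stayed between 13170 and 13886 over the CPM limits. The median log2 difference over all genes stayed between -0.01 and 0.01 under each scaling. Depth limits the lowest genes: at the scaled library sizes a count of 1 stands for a log2 CPM between -4.51 and -4.23.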

Differences from the paper's values

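The counts of genes and the group means that the paper states and that were also computed here did not differ beyond the limits set, and the largest difference from a mean in Tables 1 to 4 was within the rounding. The statements below are those that the values here do not share.

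Of the 45 genes in Table 4, 40 were past the threshold here and 5 were not. *Scg2* (adjusted p = 0.0608) was past it with quantile normalization (0.0493), the filter on mean log2 CPM (0.0494), without OVX replicate 3 (0.0405) and without E_2_ replicate 3 (0.00458). *Map4* (0.0577) was past it with quantile normalization (0.0217), the filter on mean log2 CPM (0.0494), robust empirical Bayes (0.0244) and without E_2_ replicate 3 (0.0292). *Fam107a* (0.0558) was past it with sample quality weights (0.0495), both filters (0.0497 and 0.0407), CPM plus 1 (0.0403), CPM plus 0.1 (0.0497) and without OVX replicate 2 (0.032). *Tyro3* (0.0551) was past it with median centring (0.0452), both filters (0.0491 and 0.0407), CPM plus 1 (0.0403), CPM plus 0.1 (0.0497), robust empirical Bayes (0.0235), without OVX replicate 3 (0.0211) and without E_2_ replicate 3 (0.0338). ENSMUSG00000117338 (0.117) was past it with sample quality weights (0.0315), CPM plus 1 (0.0155), the replicate block (0.0457) and without E_2_ replicate 1 (1.35e-05). Voom on rebuilt counts, chosen after the values were seen, called all 5 and dropped 0 of the 45, with adjusted p-values of 0.0453 for *Scg2* and *Map4*, 0.0495 for *Fam107a*, 0.0489 for *Tyro3* and 0.0264 for ENSMUSG00000117338. It is the method that the paper states, and over all genes its largest difference from the authors' deposited table was 2.5e-13 in log2 fold change and 1.5e-12 in adjusted p.

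The authors' deposited table holds 46 genes with an adjusted p under 0.05, 36 higher and 10 lower with E_2_, and 45 of them are in Table 4. The other is the second *Kiss1* model, ENSMUSG00000116158, with an adjusted p of 0.029 in the authors' deposited table and 0.0942 here.

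The Discussion calls *Cyp19a1* not expressed, and here it is listed with a mean log2 CPM of 0.83 and a mean of linear CPM of 1.95. This is near the lower limit of the listed genes (rank 13056 of 13886). Being listed at this level does not show expression in the *Kiss1* cells, since RNA of other cells may be in the libraries. The Results name Pacapr1 among absent receptors, and *Adcyap1r1*, which encodes a PACAP receptor and is in Table 3, has a mean log2 CPM of 7.56. Pacapr1 and Ahrnb4 are not symbols in the reference used here, and the other 12 names of absent receptors and all 8 of absent ligands are not in the table, as the paper states. The first block of Table 4 is headed as stimulated by E_2_, and its 10 genes were lower with E_2_ here, as they are by the means that Table 4 prints. The methods keep genes by the mean CPM of a group, and 18 of the listed genes had no group mean CPM above 1.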

Other observations

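The tests of explanations in this part were chosen after the result was seen, except the count of other splits of the libraries and the ranks per kilobase, while the fry and camera tests of the marker lists were set before the data were examined.

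Each of the 10 ways to split the 6 libraries into 3 and 3 was fitted like the split by treatment. Only 1 split, that by treatment, gave 40 genes, and the others gave between 0 and 3. With 10 splits this share cannot be under 0.1, so chance cannot be excluded by it.

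The 6 genes of forebrain excitatory neurons outside the MeA were all lower with E_2_ (median difference -0.48, fry p = 0.0445 by rotation, not exact, adjusted p = 0.267), and 4 of them were past the threshold when adjusted over the list alone. *Slc17a7* at 9.47 was the most abundant. Their mean was 5.66, 5.35 and 5.18 in OVX replicates 1, 2 and 3 and 4.75, 4.90 and 5.19 in E_2_ replicates 1, 2 and 3. A candidate explanation for the genes lower with E_2_ is more RNA of such neurons, from tissue next to the MeA, in the OVX libraries. Over libraries centred by group, the median correlation of the 8 genes lower with E_2_ with this mean was 0.70, above 99.77% of 10000 random lists of the same mean expression (95% of them between -0.52 and 0.53), and 6 of the 8 were above 0. For the 32 genes higher with E_2_ the median was -0.26, at percentile 3.81 of random lists, which leaves open whether they follow it. As a covariate the mean left 64.6% of the difference of the genes lower with E_2_ in the median (36.9% to 138%), which decides nothing for them as a set. For *Peg10* it left 138% (adjusted p = 0.0167), and for the genes higher with E_2_ 90.8% in the median (59.8% to 122%), which argues against this RNA as the whole cause of either. A mean of 6 genes is a noisy measure and may correct too little. Without OVX replicate 1, whose mean was highest, 1 gene was past the threshold in the lower direction, without E_2_ replicate 2 it was 1, and without E_2_ replicate 3, whose mean was the highest of its group, it was 30. An effect of E_2_ on these genes within the *Kiss1* neurons stays open, as does a mix of both, since the mean itself differs between the treatments.

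*Hba-a1* and *Hba-a2*, which encode hemoglobin and are paralogs that can share reads, were higher with E_2_ by 1.01 and 1.04. *Hba-a1* was not past the threshold without OVX replicate 1 (adjusted p = 0.062), OVX replicate 3 (0.0572) or E_2_ replicate 2 (0.0542), nor *Hba-a2* without OVX replicate 1 (0.0994), OVX replicate 3 (0.0973), E_2_ replicate 2 (0.142) or E_2_ replicate 3 (0.0875). The other listed erythroid genes, *Hbb-bt* (1.08) and *Alas2* (1.69), were also higher, and for each of the 4 genes every E_2_ library was above every OVX library. More blood RNA in the E_2_ libraries is a possible explanation, by which the genes not called would move with the others. As a pair they had a fry p of 0.0714 (by rotation, not exact), with 2 genes too few to decide, and the list of 4 a fry p of 0.0370 and an adjusted p of 0.267. When adjusted over the list alone, which includes the 2 genes that prompted the test, 4 of the 4 were past the threshold. Expression in neurons was not tested, and the 2 explanations cannot be told apart here.

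*Gh* and *Prl* are in Table 2 and varied within groups. *Gh* was 7.66 in OVX replicate 2 and 3.68 or less in the other libraries, and *Prl* ran from -1.26 in E_2_ replicate 3 to 9.68 in OVX replicate 2. Across the 6 libraries they went together (Pearson r = 0.975, exact permutation p = 0.00694, adjusted over 2 relations 0.0139; Spearman rho = 0.829, exact permutation p = 0.0583, adjusted 0.117), with r = 0.875 without the 2 libraries farthest from the median of *Prl*. Pituitary tissue in some dissections may be the source, and *Pomc* would then follow *Prl*. The correlation of *Pomc* with *Prl* was 0.425 (exact permutation p = 0.396, adjusted 0.396; Spearman rho = 0.257, exact permutation p = 0.658, adjusted 0.658), and 0.532 without the same 2 libraries. *Pomc* did not exceed 3.09 CPM where *Prl* reached 823 CPM, and 6 of the 9 genes of the anterior pituitary list are not in the table. With 6 libraries and a *Pomc* level near the lower limit this stays open, and no biological explanation was tested.

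ENSMUSG00000117338 and ENSMUSG00000058443 were at a count of 0 in E_2_ replicates 2 and 3 and between 1.36 and 4.04 in OVX, while *Rps10* (0.10), *Nudt3* (-0.01) and *Rpl10* (0.13) hardly differed between treatments. A candidate explanation is that the authors' quantification divided reads between overlapping or near-identical genes. Of the 14 genes under 3 counts in 1 library and above a log2 CPM of 2 in another, 8 (57.1%) share over 50% of their exonic bases with another protein-coding gene, against 1.89% of all other genes and at most 5 in 10000 random lists of the same mean expression. The definition was widened after a first one, within 1 treatment group, had given 6 genes, of which 3 (50%) share, and the 14 include the genes that prompted the test, without which, and without the second *Kiss1* model, 6 of 11 (54.5%) share. The values are in line with that explanation for this group of genes. ENSMUSG00000058443 itself shares no exonic bases with another gene in the reference, and its likeness to *Rpl10*, of which the reference names it a pseudogene, was not tested at the sequence level. With the limma test used for the other genes, 0 of the 14 were past the threshold, although ENSMUSG00000117338 and the second *Kiss1* model were under some of the alternatives, and an effect of E_2_ on ENSMUSG00000117338 itself stays open.

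*Sptbn1* and *Sptan1* lead the ranking, and long transcripts collect more reads, so gene length could place them there. Per kilobase of the longest transcript the lower of their ranks was 42, still within the highest 75, which argues against length as the whole reason for their place among the highest 75, and not for the ranks 1 and 2. Higher expression of these genes in the cells sampled was not tested further.

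As sets, 0 of the 12 marker lists tested differed between treatments at an adjusted p under 0.05 with fry in limma, and 3 genes of these lists were past the threshold over all genes (*Col1a1*, *Hba-a1* and *Hba-a2*). The adjusted p was highest for neuron (median difference -0.01), and was 0.688 for astrocyte (0.17) and 0.853 for endothelial and mural (0.12), fibroblast and meninges (0.03), anterior pituitary (-1.52), striatal neuron (0.05) and immediate early (-0.26), with 0.10 for oligodendrocyte, -0.07 for microglia, -0.61 for choroid plexus and 1.06 for erythroid as the other medians. At an unadjusted p under 0.05 fry gave 2 lists, erythroid and forebrain excitatory. At an adjusted p under 0.05 the preset correlation of camera gave 5 (these 2, choroid plexus, astrocyte and immediate early), and none of the 5 had an adjusted p under 0.05 with fry or with the estimated correlation. *Cep85* was 9.61 in OVX replicate 3 and 7.19 or less in the other 5 libraries, and no explanation for it was tested.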
